# Repurposing the antipsychotic drug amisulpride for targeting synovial fibroblast activation in arthritis

**DOI:** 10.1172/jci.insight.165024

**Published:** 2023-05-08

**Authors:** Dimitra Papadopoulou, Fani Roumelioti, Christos Tzaferis, Panagiotis Chouvardas, Anna-Kathrine Pedersen, Filippos Charalampous, Eleni Christodoulou-Vafeiadou, Lydia Ntari, Niki Karagianni, Maria C. Denis, Jesper V. Olsen, Alexios N. Matralis, George Kollias

**Keywords:** Therapeutics, Arthritis, Mouse models

## Abstract

Synovial fibroblasts (SFs) are key pathogenic drivers in rheumatoid arthritis (RA). Their in vivo activation by TNF is sufficient to orchestrate full arthritic pathogenesis in animal models, and TNF blockade proved efficacious for a high percentage of patients with RA albeit coinducing rare but serious side effects. Aiming to find new potent therapeutics, we applied the L1000CDS^2^ search engine, to repurpose drugs that could reverse the pathogenic expression signature of arthritogenic human TNF–transgenic (*hTNFtg*) SFs. We identified a neuroleptic drug, namely amisulpride, which reduced SFs’ inflammatory potential while decreasing the clinical score of *hTNFtg* polyarthritis. Notably, we found that amisulpride function was neither through its known targets dopamine receptors D2 and D3 and serotonin receptor 7 nor through TNF–TNF receptor I binding inhibition. Through a click chemistry approach, potentially novel targets of amisulpride were identified, which were further validated to repress *hTNFtg* SFs’ inflammatory potential ex vivo (*Ascc3* and *Sec62*), while phosphoproteomics analysis revealed that treatment altered important fibroblast activation pathways, such as adhesion. Thus, amisulpride could prove beneficial to patients experiencing RA and the often-accompanying comorbid dysthymia, reducing SF pathogenicity along with its antidepressive activity, serving further as a “lead” compound for the development of novel therapeutics against fibroblast activation.

## Introduction

Rheumatoid arthritis (RA) is a chronic inflammatory disease characterized by swelling and gradual destruction of the joints. Synovial fibroblasts (SFs) are one of the main cell types that hyperproliferate during RA progression, producing inflammatory cytokines/chemokines and degrading metalloproteinases, leading progressively to increased joint inflammation, stiffness, and pain (1). We have shown that mice overexpressing TNF, by carrying a human TNF transgene (*hTNFtg* mice) (2) or by deletion of ARE elements in the endogenous *Tnf* gene (*TNF*^ΔARE^ mice) (3), spontaneously develop chronic polyarthritis, with histological manifestations fully resembling human RA. Notably, arthritic pathology in both models develops independently of the adaptive immune response highlighting the dominant role of the innate/stromal compartment in the development of disease (3, 4). Most importantly, TNF signaling via TNF receptor I (TNFR1) in SFs was found to be both required and necessary for the orchestration of full RA-like pathology (5, 6). Interestingly, *hTNFtg* SFs have been found to highly correlate with RA human fibroblast-like synoviocytes (FLS) both at the bulk (7) and at the single-cell RNA levels (8–10). Together, these findings established in principle the dominant in vivo role of SFs in the initiation and progression of chronic polyarthritis and suggested a mechanism that may also explain, at least in part, the development of joint pathology in the human disease.

Current first-line therapies against RA, including disease-modifying antirheumatic drugs (DMARDs), such as methotrexate, and targeted synthetic DMARDs inhibiting several kinases, such as Janus kinases or mitogen-activated protein kinase (MAPK), offer significant clinical benefits (11). However, although these therapeutics reduce the disease symptoms, patients progressively may lose response. In more severe cases, anti–TNF/IL-6 biologics are prescribed, but their higher therapeutic potential is counterbalanced by decreased patient compliance due to invasive administration, as well as by a plethora of side effects, such as the gradual development of immunodeficiencies or autoimmune flares and the production of antidrug antibodies, leading to consequent lower responses to treatment (12).

Herein, aiming to identify new potential therapeutics for SF deactivation in RA, we searched for compounds in a repurposing setting, as this could provide new candidates already assessed for toxicity, formulation, and route of administration (13). To this end, we used the L1000CDS^2^ search engine (14), which has been employed successfully in the past for repurposing small molecules as therapeutics for several diseases (15), to identify compounds that could potentially reverse the pathogenic gene expression signature of *hTNFtg* SFs, while mimicking the ex vivo effect of a known anti-TNF biologic, infliximab. We have identified a commercially available neuroleptic medicine, namely amisulpride, that was validated here to downregulate *hTNFtg* SFs’ activation by reducing both their inflammatory and adhesive potential, while ameliorating clinical *hTNFtg* pathology. Interestingly, the mechanism through which amisulpride exerts its activity was found to be independent of the main reported targets of the drug, dopamine receptor D2 and D3 (DRD2 and DRD3) and serotonin receptor 7 (HTR7). Notably, 5 potential targets of amisulpride on fibroblasts were identified, 2 of which, namely *Ascc3* and *Sec62*, were further validated to repress *hTNFtg* SFs’ inflammatory potential. Thus, amisulpride could provide benefit to patients experiencing RA and comorbid dysthymia, reducing SFs’ pathogenicity in parallel with its antidepressive activity. Amisulpride may also be used as a “lead” compound for the development of novel compounds targeting fibroblast activation in relevant diseases, beyond RA.

## Results

### Identification of amisulpride as a modifier of hTNFtg SF activation.

To identify new drug candidates as potential therapeutics for RA, the publicly available search engine L1000CDS^2^, which explores a set of different combinations of treatments and cell lines, to find perturbations that either mimic or reverse the user’s input signature, was used (14). Initially 3′ mRNA sequencing of SFs isolated from 8-week-old *hTNFtg* mice (established disease) and wild-type (WT) controls was performed, and the differentially expressed genes were identified (Supplemental Figures 1A and 2B and Supplemental Data 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.165024DS1). 

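RNA was sequenced from cultured SFs of mouse ankle joints in 3 WT libraries, 3 untreated hTNFtg libraries and 3 libraries of hTNFtg SFs treated with infliximab. The sample labels give no treatment for the WT and untreated hTNFtg SFs, whereas the methods describe vehicle for 48 hours. CD45+ cells had been depleted at passage 1. In 3′ mRNA sequencing each transcript is read near its 3′ end, so the number of reads on a gene does not grow with the gene's length. The authors mapped the reads to mm10, counted them per gene, normalized the counts and deposited them rounded to whole numbers. Each library was scaled by a single factor, and the normalized counts that 1 read was worth were estimated from the gaps between the rounded values. By this estimate, WT replicates 1, 2 and 3 held 4522064, 5032321 and 6521531 reads on genes. The untreated hTNFtg libraries held 613198, 4789855 and 9014351, and the infliximab libraries 3827969, 4565314 and 5663972, all of them approximate. The other 8 libraries were therefore 6.24 to 14.7 times as deep as hTNFtg replicate 1. Genes with at most 3 reads in each library of a group were taken as being at the floor. The floor came to 18.7 normalized counts in hTNFtg replicate 1 and to between 1.60 and 3.31 in the other libraries, and it covers counting error only. The untreated hTNFtg values are the same in the tables of both comparisons, so the 9 libraries share 1 normalization. Groups were compared with limma on the log2 of the normalized count plus 1, over the genes above 0 in at least 1 of the 6 libraries compared. Raised and lowered genes were called by the paper's rule, an unadjusted P under 0.05 and a log2 fold change beyond 1 in either direction.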

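In hTNFtg versus WT SFs, 28522 genes were tested, of which 956 were raised and 867 lowered by the paper's rule. With Benjamini-Hochberg adjustment of limma's test, 137 genes had an adjusted p under 0.05, 67 of them raised and 70 lowered. The alternative that moved this number most upward was to weight the libraries by their quality (limma's array quality weights), which gave 1004 genes. Leaving out 1 library at a time gave between 1 gene, without WT replicate 2, and 44 genes, without hTNFtg replicate 3. Replicates were closer in WT SFs than in hTNFtg SFs. Across genes with a mean normalized count of at least 10, which are not independent replicates, Spearman's rho between libraries was 0.931 to 0.964 within WT and 0.781 to 0.914 within hTNFtg. The genes with the largest rise among those past the adjusted threshold, with a mean of at least 10 and no overlap between the groups, were Saa3, Ccl20 and Fxyd2. Chance alone separates 3 libraries from 3 in 10% of genes. Saa3 lies on chromosome 7 of mm10 from 46711998 to 46715700 and belongs to a family of similar genes among which the counting could split reads. Its normalized count was 3601 ± 1440 (SD, n = 3) in hTNFtg SFs and 19.3 ± 4.04 (SD, n = 3) in WT SFs, a log2 fold change of 7.40 (standard error 0.36, adjusted p = 7.14e-06). Fxyd2 was at 0 in every WT library and at 34.7 ± 8.33 (SD, n = 3) in hTNFtg SFs, at least 13.7-fold higher (adjusted p = 0.0189). Scg2, Otor and Matn4 had the largest falls by the same rule. The normalized count of Scg2 was 208 ± 106.6 (SD, n = 3) in WT SFs and 1 ± 1.73 (SD, n = 3) in hTNFtg SFs, a log2 fold change of -6.93 (standard error 0.71, adjusted p = 0.00283). The log2 fold changes of Otor and Matn4 were both -5.43, with adjusted p-values of 0.0189 and 0.0134. All 3 genes were at 0 in the shallow hTNFtg replicate 1, so the sizes of these falls are uncertain. With each library left out, they were -7.60 to -6.54 for Scg2 (limma adjusted p = 0.00624 to 0.234). They were -6.01 to -4.28 for Otor (0.0577 to 0.446) and -6.04 to -4.38 for Matn4 (0.0428 to 0.403).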

The results of this analysis were then combined with data already published (7), aiming at precisely determining those genes that are commonly deregulated at all 3 stages of the disease (early, established, late) when compared with the WT control. Additionally, the expression profile of 8-week *hTNFtg* SFs after a 48-hour treatment with 1 μg/mL infliximab, a widely used anti-TNF biologic, was compared with the relevant untreated *hTNFtg* SFs (Supplemental Figure 1B, Supplemental Figure 2B, and Supplemental Data 2). 

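Infliximab is an antibody that binds TNF and blocks its action. Of 28540 genes tested between infliximab-treated and untreated hTNFtg SFs, 426 were raised and 267 lowered by the paper's rule. An unadjusted P under 0.05 was reached by 1026 genes, and 0 genes had an adjusted p under 0.05 in limma's test with Benjamini-Hochberg adjustment. For comparison, 100 data sets were simulated in which infliximab changed no gene. They gave 331 to 475 raised genes, with at least 426 in 21 of them, and 236 to 307 lowered genes, with at least 267 in 65 of them. The number lowered moved most under array quality weights, to 1390. The number with an adjusted p under 0.05 moved most with edgeR's quasi-likelihood test on approximate reads, to 168. A single library also moved the number lowered, which was 930 without hTNFtg replicate 1 and 120 without infliximab replicate 2.
A list of 32 genes that TNF induces through NF-kB was also tested as a whole. Of these genes, 25 had a mean normalized count of at least 10 in WT SFs, 4 are shown in Figure 2A and 1 is also on a list of osteoclast genes. In hTNFtg versus WT SFs, 28 of the 31 genes tested were higher, with a median log2 fold change of 1.58 (adjusted p = 0.000821 over 9 lists, limma's rotation test fry with Benjamini-Hochberg adjustment). With infliximab, 29 of the 31 were lower than in untreated hTNFtg SFs, with a median of -0.67 (adjusted p = 0.00371 by the same test). Leaving out each library in turn kept fry's adjusted p between 0.00347 and 0.0114 in the first comparison and between 0.00457 and 0.0299 in the second. The set test camera with its preset correlation called 5 of the 9 lists in each comparison, of which fry called 3 in the first and this list alone in the second. With an estimated correlation, camera called this list alone in both (adjusted p = 0.0112 and 0.00759). The first of these calls was lost without any 1 of hTNFtg replicates 1, 2 and 3 (adjusted p = 0.0938, 0.0637 and 0.0547), and the second without replicate 1 or 2 (adjusted p = 0.0584 and 0.0679). The summed normalized count of the list was 7212 to 11067 in the WT libraries, 30312 to 34084 in the untreated hTNFtg libraries and 14873 to 15897 in the infliximab libraries. For its search for compounds, the paper combines the hTNFtg profile with published data to form the signature to reverse. It takes the infliximab signature as the one to mimic.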

Only 1 drug, namely amisulpride, which is known as an antagonist of DRD2, DRD3, and HTR7, was predicted to commonly reverse the disease signature and mimic the infliximab effect on arthritogenic SFs (Supplemental Figure 1C). Supplemental Figure 1D presents the 50 top candidate perturbations that were proposed by L1000CDS² (14) search engine, after being interrogated with the input gene lists (Supplemental Data 3). We further observed that small molecules, such as artesunate, an antimalarial agent (16, 17), and vorinostat, a histone de-acetylase inhibitor (18), which have been suggested to deactivate arthritic fibroblasts, were also predicted to reverse our SF pathogenic expression profile, providing a further validation for the use of the L1000CDS^2^ search engine. We have therefore selected amisulpride as the most promising candidate for further validations.

### Validation of amisulpride as a modifier of hTNFtg SF activation.

To assess the antiinflammatory properties of amisulpride on *hTNFtg* SFs, we measured its effect on the production of CCL5/RANTES and CCL20/macrophage inflammatory protein 3 (MIP-3). These 2 chemokines served as markers of pro-inflammatory activation of arthritic SFs, as well as indicators of SF deactivation following treatment with infliximab (Supplemental Data 1 and 2). 

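Both chemokine genes were raised in hTNFtg SFs and lowered by infliximab in every library. Ccl5 (ENSMUSG00000035042) lies on chromosome 11 of mm10 from 83525778 to 83530518. Its normalized count was 2.67 ± 1.53 (SD, n = 3) in WT SFs, 95.7 ± 38.6 (SD, n = 3) in hTNFtg SFs and 21.7 ± 8.96 (SD, n = 3) in hTNFtg SFs with infliximab. Relative to WT, the log2 fold change in hTNFtg SFs was 4.73 (standard error 0.63, adjusted p = 0.00948 from limma with Benjamini-Hochberg adjustment). It stayed between 4.34 and 5.10 with each library left out, while the adjusted p ranged from 0.0449 to 0.247. Infliximab changed Ccl5 by a log2 fold change of -2.07 (standard error 0.46, adjusted p = 0.803), which passes the paper's rule but not the adjusted threshold. With each library left out this change stayed between -2.44 and -1.81. Ccl20 (ENSMUSG00000026166) lies on chromosome 1 from 83116766 to 83119167. It rose from 12.3 ± 2.52 (SD, n = 3) in WT SFs to 928 ± 443 (SD, n = 3) in hTNFtg SFs and stood at 150 ± 20.5 (SD, n = 3) with infliximab. The log2 fold change was 6.04 (standard error 0.37, adjusted p = 3.82e-05) in hTNFtg versus WT SFs, and 5.68 to 6.25 with each library left out (adjusted p = 0.00164 to 0.0505). Under infliximab it was -2.53 (standard error 0.33, adjusted p = 0.0992), within -2.74 and -2.17 when any library was left out. Both genes stayed above every WT library with infliximab. Relative to WT, infliximab-treated SFs kept a log2 fold change of 2.66 for Ccl5 (adjusted p = 0.0808) and 3.51 for Ccl20 (adjusted p = 0.0028). The paper states that these chemokines mark the activation of arthritic SFs and their deactivation by infliximab.

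**Figure D1:**
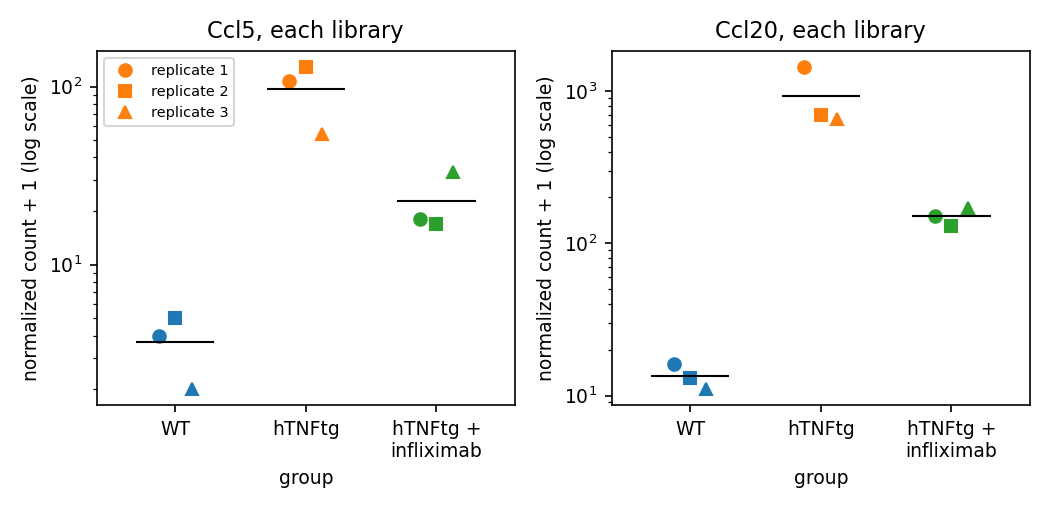
Normalized count plus 1, on a log axis, of Ccl5 and Ccl20 in the 3 WT, 3 untreated hTNFtg and 3 infliximab-treated hTNFtg libraries, where each point is a library, its shape the replicate and each line the mean of a group. For both genes every untreated hTNFtg library lies above every infliximab library, which in turn lies above every WT library.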

Interestingly, amisulpride effectively downregulated the production of these chemokines in *hTNFtg* SF supernatants in a dose-dependent manner (Figure 1A). A similar effect of amisulpride on CCL5 and CCL20 production could also be observed in WT SFs exogenously stimulated by TNF (Figure 1B). These data indicate that amisulpride interferes with the pro-inflammatory activation of SFs, upon both chronic and acute TNF stimulation. The concentration representing the average IC_50_ value of amisulpride efficacy in downregulating the 2 chemokines was measured to be at the level of 500 μM. Of note, all drug concentrations used (50–1,000 μM) were nontoxic according to a crystal violet assay (Supplemental Figure 2A). Moreover, production of the monocyte chemoattractant protein-1 CCL2, the angiogenic chemokine CXCL5, and the neutrophil chemoattractant CXCL1 was also found to be reduced in the supernatants of *hTNFtg* SFs treated with 500 μM of amisulpride, indicating that this drug covers a wide spectrum of antiinflammatory properties (Figure 1E). Notably, amisulpride also reduced both the transcription and the production of soluble hTNF by *hTNFtg* SFs, regulating thereby the main driver of the arthritogenic activation of SFs (Figure 1, C and D).

We further validated the effect of amisulpride on *hTNFtg* SFs by comparing the expression profile of *hTNFtg* SFs treated for 48 hours with 500 μM amisulpride with that of untreated *hTNFtg* SFs (Supplemental Data 4). Amisulpride affected 437 of the 1,321 differentially expressed genes in *hTNFtg* versus WT SFs (Supplemental Figure 2, B and C). Interestingly, amisulpride significantly downregulated 61 genes that were overexpressed in *hTNFtg* SFs (Figure 2, A and B). 

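The right panel of Figure 2A names these 61 genes, and their values in hTNFtg and WT SFs are given here, while the amisulpride libraries were not analysed here. All 61 were higher in hTNFtg than in WT SFs, with log2 fold changes from 0.26 to 6.04 and a median of 2.52. With the 9 genes that were at the floor in WT SFs set to the size of their change against that floor, the median was 2.47. The paper's rule was passed by 54 of them. Over all genes tested, 11 had an adjusted p under 0.05 in limma's test, and 54 did when adjusted over the list alone. The study chose the list on these same libraries, so the second number is not independent evidence. The 7 genes that did not pass were Cxcl3, Etv4, Gm12892, Il11, Lrrc15, Ppm1j and Spn, and edgeR's test on approximate reads called each of them. For Etv4 (0.26) the direction was not stable, with -0.96 without hTNFtg replicate 3 and -0.41 without hTNFtg replicate 2. Of the 61 genes, 5 (Cd14, Acp5, Ckb, Dcstamp and Mmp9) are also on the lists of macrophage or osteoclast genes used here. Those lists hold only 26 and 12 entries, so this does not limit how many of the 61 genes such cells express. Among the genes of this panel, Mmp3 on chromosome 9 from 7445822 to 7455975 had 124 ± 29.2 normalized counts (SD, n = 3) in WT SFs and 3768 ± 518 (SD, n = 3) in hTNFtg SFs. Its log2 fold change was 4.94 (standard error 0.31, adjusted p = 3.82e-05). Ptgs2, which encodes Cox2, lies on chromosome 1 from 150100031 to 150108227 and rose from 20.3 ± 7.51 (SD, n = 3) to 165 ± 45.3 (SD, n = 3), a log2 fold change of 2.98 (standard error 0.40, adjusted p = 0.0101). Cxcl3 on chromosome 5 from 90786103 to 90789600 had 10 ± 10.5 (SD, n = 3) in WT SFs and 34.7 ± 30.1 (SD, n = 3) in hTNFtg SFs. This log2 fold change of 2.05 (standard error 1.17, adjusted p = 0.726) was not larger than the spread between replicates. In hTNFtg replicate 1 the value of Cxcl3 was 6, under the floor of that library, and the change was 0.75 to 2.98 with each library left out.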

Several pro-inflammatory chemokines and metalloproteinases (MMPs) were verified to be significantly reduced by the treatment (Figure 2A). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the deregulated genes revealed RA pathogenesis and TNF signaling among the top enriched terms (Figure 2D). Upregulated expression of genes known to be important in joint inflammation and cartilage and bone destruction, such as *Mmp3*, *Cxcl3*, and *Cox2*, was observed in *hTNFtg* SFs and found to be decreased following amisulpride treatment of arthritic SFs (Supplemental Figure 2D).

Notably, amisulpride treatment resulted in the overexpression of 42 genes that were found to be downregulated in *hTNFtg* versus WT SFs (Figure 2C). 

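For the 42 genes of the left panel of Figure 2A, each was lower in hTNFtg than in WT SFs, with log2 fold changes from -6.93, for Scg2, to -1.10 and a median of -2.44. Of these genes, 40 passed the paper's rule, and Cd5l (-1.70) and Gm43489 (-1.64) did not. The calls with an adjusted p under 0.05 numbered 15 over all genes in limma's test and 40 when adjusted over the list alone, which again is a list picked on the same libraries. Igf2, a gene of this panel, is imprinted. Its normalized count was 24.7 ± 15 (SD, n = 3) in WT SFs and 2 ± 2 (SD, n = 3) in hTNFtg SFs, a log2 fold change of -3.18 (standard error 0.91, adjusted p = 0.222).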

Pathway analysis of these 42 genes (Figure 2D) highlighted Wnt signaling as the top enriched pathway. Interestingly, Wnt signaling is known to be deregulated both in human RA and in animal models of disease (19, 20), while it has been suggested to play a protective role in *hTNFtg* mice (21). Moreover, expression levels of 23 out of the total 103 up- or downregulated genes were commonly regulated by amisulpride and infliximab treatment (Figure 2, A–C). 

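Among the 103 genes, the effect of infliximab was measured against untreated hTNFtg SFs. Of the 61 genes of the right panel, 54 were lower with infliximab, with a median log2 fold change of -0.73, and 11 passed the paper's rule. Ccl20, Ch25h and Mmp3 were among them. Of the 42 genes of the left panel, 36 were higher, with a median of 0.74, and 5 passed, namely Cd5l, Gm13889, Hgf, Id4 and Kcne4. For each of the 16 apart from Cd5l, the change in hTNFtg versus WT SFs passed the rule too. An unadjusted P under 0.05 was reached by 14 and 5 genes. In limma's test 0 genes of either panel had an adjusted p under 0.05 over all genes, and 3 and 0 had one when adjusted over the list alone. Those 3 were Ccl20, Mmp3 and Ch25h. With edgeR's test on approximate reads, 23 genes of the right panel and 9 of the left passed. Leaving out infliximab replicate 2 left 6 of the right panel, and leaving out infliximab replicate 1 left 2 of the left panel. Mmp3 had 837 ± 183 normalized counts (SD, n = 3) with infliximab, a log2 fold change of -2.18 (standard error 0.33, adjusted p = 0.165). Both comparisons use the same untreated hTNFtg libraries, so changes of opposite sign arise in part from chance values of those libraries. The paper states that amisulpride and infliximab regulate part of the 103 genes in common.

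**Figure D2:**
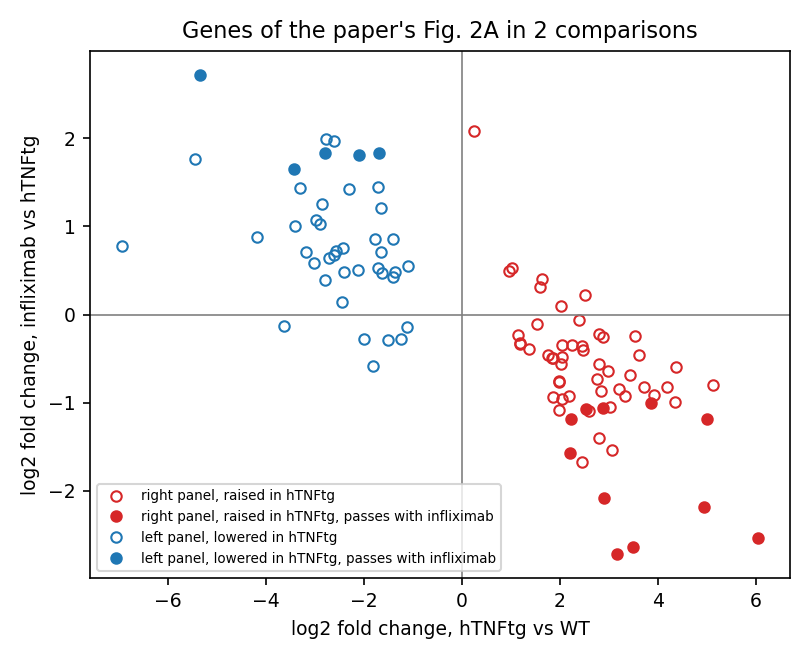
Log2 fold change of the 103 genes of Figure 2A in hTNFtg versus WT SFs (x axis) and in infliximab-treated versus untreated hTNFtg SFs (y axis), where each point is a gene and filled points pass the paper's rule with infliximab. Most right-panel genes lie below 0 and most left-panel genes above 0 on the y axis, and both axes share the 3 untreated hTNFtg libraries.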

Finally, amisulpride was able to effectively inhibit TNF-induced cytotoxicity of L929 cells (22) (Supplemental Figure 2E), providing further evidence on the potential interference of the drug with the TNF signaling pathway and rendering it as a promising candidate for further in vivo validations.

### Amisulpride alleviates acute and chronic inflammation in vivo.

Inhibitors of dopamine receptors, other than amisulpride, have been shown to decrease the LPS-induced plasma levels of proinflammatory cytokines and to inhibit the LPS-induced NO production by peritoneal macrophages (23, 24). To confirm that amisulpride shares similar in vivo functions, we used the acute LPS model of endotoxemia as well as the *hTNFtg* and *TNF*^ΔARE^ animal models of chronic inflammatory arthritis.

Indeed, administration of amisulpride downregulated significantly the elevated serum levels of mouse TNF and IL-6 detected 1.5 hours after induction of LPS in a dose-dependent manner (Supplemental Figure 3A).

Considering the inhibitory activity of amisulpride on the TNF signalling pathway in fibroblasts ex vivo, the therapeutic potential of the drug was further evaluated in vivo, in the *hTNFtg* fibroblast-dependent model (2). Amisulpride was administered orally twice per day with a prophylactic regime (before the onset of the disease until the established state, from the third to the eighth week of age). The selected dose of amisulpride (20 mg/kg) was based on the known toxicity data of the drug and the relevant human dose prescribed for its original use in depressive disorders (25, 26).

Amisulpride decreased the clinical arthritis score of *hTNFtg* mice (Figure 3A), also decreasing significantly the synovitis score in H/E-stained histological sections (Figure 3, B and C). Intriguingly, the significant antiarthritic activity of amisulpride was further associated with a trend over reduction of the osteoclast numbers in the ankle joints, while its effect on the cartilage destruction score was not significantly evident (Supplemental Figure 4, A–D). Weekly body weight assessment and gross behavioral effect observation verified the well-tolerated safety profile of the drug (Figure 3A). Of note, no significant differences in the serum levels of hTNF could be observed between treated and untreated mice (Supplemental Figure 4E), indicating that, in the vivo setting, the improved clinical score is not associated with a systemic downregulation of TNF production.

FACS-based quantification of the infiltrating macrophages, monocytes, neutrophils, eosinophils, dendritic cells, B cells, CD4^+^ T cells, and CD8^+^ T cells, as well as the CD90^–^ lining and CD90^+^ sublining SFs, which are found to be increased in the ankle joints of the diseased *hTNFtg* mice when compared with the WT controls (27), indicated that prophylactic amisulpride treatment attenuated mainly the number of monocytes when compared with the vehicle-treated controls (Figure 3D and Supplemental Figure 5). This could be associated with the decreased CCL2 levels detected on the *hTNFtg* SFs when treated with the drug (Figure 1E). Notably, when amisulpride was administered to *hTNFtg* mice therapeutically (i.e., mice treated with 20 mg/kg orally after the establishment of disease, from 6 to 10 weeks of age), the amelioration of clinical score was associated with reduction of both the synovitis and the number of osteoclasts in the ankle joints (Figure 3E and Supplemental Figure 4, F–I).

To assess the activity of amisulpride in yet another model of chronic polyarthritis that does not depend on TNF production by the synovial fibroblasts, we employed the *TNF*^ΔARE^ mouse model that was shown to depend on TNF production by hematopoietic cells (5). Notably, prophylactic administration of amisulpride in this model resulted in the alleviation of both clinical and histological scores associated with significant reductions in all pathological indicators, including synovitis, bone erosions, and cartilage destruction (Supplemental Figure 6, A–C).

Taken together, these results show that depending on context (type of preclinical model, pathogenic mechanism, and clinical stage of drug administration), amisulpride has the potential to interfere with both the inflammatory and the destructive pathological signs of arthritis progression.

### The effect of amisulpride on SFs is mediated neither via its known targets nor through inhibition of TNF-TNFRI interactions.

We next investigated the molecular mechanism of amisulpride function. We first assessed whether amisulpride mediates its effects through its known targets, DRD2/DRD3/HTR7 receptors. Although B and T lymphocytes, macrophages, and dendritic cells have been shown to express dopamine receptors (28), their expression in RA FLS has remained controversial (29, 30). In the present study, *Drd2*/*Drd3*/*Htr7* gene expression was detectable neither in the cultured nor in the freshly isolated CD90^–^ or CD90^+^ *hTNFtg* SFs (8) (Figure 4A). It therefore seems that in the *hTNFtg* model, the deactivating effect of amisulpride on SFs is mediated by targeting molecules other than its known dopamine or serotonin receptors. Additionally, the ability of the drug to directly interrupt the interaction of TNF with its receptor TNFRI was quantified. As shown in Figure 4B, amisulpride did not suppress the binding of TNF to its main receptor TNFRI, indicating that the overall anti-TNF effect of the drug is not mediated through inhibition of TNF-TNFRI binding. In conclusion, these results suggest that the activity of amisulpride on *hTNFtg* SFs is not mediated by the main known targets of the drug (DRD2, DRD3, and HTR7), while its effect on TNF signaling is not due to the interruption of binding of TNF to TNFRI.

### Chemoproteomic identification of potential molecular targets of amisulpride on arthritic SFs.

To identify potentially direct targets of amisulpride on SFs, we designed and synthesized 2 bioactive chemical probes, which structurally resemble amisulpride (click compounds), while containing a click handle in a different position (triple bond in Figure 5A). The click compounds can ligate to biotin and pull down the potential target proteins after being bound to streptavidin beads, thus enabling target identification through liquid chromatography-tandem mass spectrometry analysis (31, 32). We synthesized 2 click probes in order to exclude as many artifacts as possible and to end up with a low number of potential protein targets for validation. In the first click probe (click 1, Figure 5A), the alkyne was incorporated into amisulpride as substituent of the pyrrolidine group, while in the second click probe, the alkyne was included as substituent of the sulfone group (click 2, Figure 5A). The optimized synthetic route followed for the synthesis of the 2 click probes is displayed in Supplemental Figure 7, A and B. Supplemental Figure 8 includes the characterization of the synthesized amisulpride and its click derivatives (click 1 and click 2) by ^1^H NMR and mass spectrometry.

To verify that both click compounds retain their bioactivity, we repeated the CCL5 and CCL20 quantification in *hTNFtg* SFs treated with each individual probe. Both click analogs exhibited an effect similar to or even better (Supplemental Figure 7C) than amisulpride (Figure 1A).

Hence, the *hTNFtg* SFs were treated with each click derivative (25 μM), while 2 negative controls were used. The first control included *hTNFtg* SFs treated with vehicle (DMSO, no probe). The second control (competition) included *hTNFtg* SFs treated with each click derivative (25 μM) plus an excess concentration (10×, 250 μM) of amisulpride, which would compete off each probe (click 1/click 2) and potentially occupy the target binding sites. The target proteins were identified by mass spectrometry after being conjugated with a biotin tag and pulled down on streptavidin beads. The mass spectrometry results were further analyzed by (a) plotting the protein enrichment by each probe (click 1/click 2) compared with vehicle (DMSO) and (b) plotting the proteins enriched by click 1/click 2 compared with the competitor (amisulpride) (Figure 5B and Supplemental Data 5). Combining differences (Student’s *t* test difference > 1) in proteins identified in both active probe samples but not in the 2 negative controls (DMSO/amisulpride) resulted in a shortlist of potential targets (Figure 5C). The 6 common candidates identified were ASCC3, SEC62, ROMO1, KIF5C, CDC42, and KCT2 (Figure 5C). KCT2 was then excluded from further analysis, as it is a protein expressed mainly by keratinocytes, indicating that it was probably a contaminant protein in the experiment.

In conclusion, we found that amisulpride possibly regulates the activation of *hTNFtg* SFs by binding to ASCC3, SEC62, ROMO1, KIF5C, and/or CDC42.

### Validation of potential molecular targets of amisulpride.

The identified targets seemed potentially capable of ameliorating *hTNFtg* SFs’ pathogenicity. *Ascc3* encodes a 3′–5′ DNA helicase, and in cell lines loss of *Ascc3* leads to reduced cell proliferation (33). KIF5C is located in microtubules, where among other proteins, it has been found to be necessary for the transport of N-cadherin between the Golgi and the plasma membrane, facilitating cell-to-cell adhesion in fibroblasts (34). CDC42 has also been associated with adherence of fibroblasts as it belongs to a subfamily of Rho GTPases (35), while it has been previously linked to compounds targeting the HTR7 receptor (36). ROMO1 is localized in the mitochondria, being responsible for TNF-induced ROS production (37). Last, SEC62 is located in the endoplasmic reticulum (ER) and is responsible, as a member of the SEC61/62/63 complex, for proteins’ translocation in the ER and for cell calcium regulation (38).

To verify further the role of the 5 proteins identified as potential molecular targets of amisulpride in the *hTNFtg* arthritic SFs, we designed shRNAs to silence the expression of each one of their corresponding genes using the Lenti-X Lentiviral expression system. After verifying the significant reduction of the relevant mRNA (Supplemental Figure 7D) and the viability of the cells (Supplemental Figure 7E) upon each transfection, we checked which of the potential targets could successfully downregulate both CCL5 and CCL20, resulting in an antiinflammatory effect similar to amisulpride (Figure 5D). Of note, deletion of *Ascc3* and *Sec62* significantly reduced pathogenic chemokine levels (CCL20 and CCL5, respectively). This result indicates that the amelioration of *hTNFtg* SFs’ inflammatory activation offered by amisulpride is potentially through targeting of both ASCC3 and SEC62.

The antiinflammatory role of ASCC3 and SEC62 targeting could also be correlated with the effect of amisulpride on *hTNFtg* SFs gene signature (Figure 2D). Analysis of the expression profile of the treated *hTNFtg* SFs revealed the TNF/NF-κB pathway and chemokine signaling as major cascades regulated by the drug, verifying that the molecular targets of the drug may play a role in the response to inflammatory signals.

In conclusion, 5 potential amisulpride targets on *hTNFtg* SFs were identified, and we propose herein that the antiinflammatory profile of the drug is supported by the dual targeting of *Assc3* and *Sec62*.

### Amisulpride influences pathways known to be implicated in the arthritogenic activation of SFs.

To gain a deeper insight into the cellular signaling affected by the drug, we employed phosphoproteomic profiling of treated SFs (39). hTNF-induced WT SFs rather than *hTNFtg* SFs were used to achieve synchronization in the context of TNF stimulation and signaling. Three time points of hTNF induction of SFs were used and compared with cells pretreated with amisulpride 1 hour before being stimulated with hTNF at the respective time points (5, 15, 30 minutes).

Initially, all amisulpride-treated samples were clustered together and were compared versus the untreated ones. Supplemental Figure 9A displays a volcano plot that integrates the deregulated phosphosites in treated samples when compared with the respective untreated controls (Supplemental Data 6). Notably, hierarchical clustering revealed clearly distinguishable groups of phospho-regulations that were dependent on the presence of the inhibitor (Supplemental Figure 9B).

Moreover, phosphosites were analyzed independently for the 3 time points of hTNF stimulation (volcano plots in Supplemental Figure 9C and Supplemental Data 7). Both the KEGG pathways and the Gene Ontology terms enriched in all comparisons were analyzed (Figure 6, A and B).

Most of the phosphosites were upregulated upon inhibitor treatment, highlighting cell adherence, focal adhesion, and MAPK signaling as implicated processes, pathways that are known to play a role in pathogenic fibroblast activation (Figure 6B). Focusing on the downregulated phospho-changes, similar enriched processes were found to be involved, including cell-to-cell adhesion, focal adhesion, and adherence junction, as well as regulation of transcription (Figure 6A).

Notably, adhesion is known to be enhanced in pathogenic *hTNFtg* fibroblasts when compared with WT controls (40), and amisulpride was found to significantly reduce ex vivo cell adherence, validating the pathways proposed to be regulated by the drug in the phosphoproteome analysis (Figure 6C).

Interestingly, some of the identified protein targets of the drug (Figure 5C) can be highly connected with the pathways regulated upon amisulpride treatment on SFs. Specifically, the phosphorylation of SEC62 (at Ser341), validated as one of amisulpride’s targets on SFs, seemed to be upregulated upon treatment, indicating that probably the ER translocation pathway was affected by the drug (Figure 6B). In addition, another potential drug target, CDC42, is a Rho GTPase known to regulate filopodia formation and adherence of fibroblasts (35, 41). Importantly, Rho protein signal transduction, cell-to-cell adhesion, and actin cytoskeleton organization were found to be regulated too by amisulpride, as shown in Figure 6, A and B. Moreover, CDC42EP1 (MSE55), a CDC42 binding protein that regulates cytoskeleton dynamics, was dephosphorylated (at S371 and S207) upon amisulpride treatment, underlining further cell-to-cell adhesion and actin cytoskeleton dynamics alteration upon treatment (Figure 6, A and B). Finally, ASCC3, as an RNA helicase, is implicated in transcription regulation, one of the top pathways identified in the phosphoproteome analysis (Figure 6, A and B).

Together, these results show that amelioration of *hTNFtg* arthritis by amisulpride is mediated mainly by targeting SF-specific inflammatory and adhesive signaling pathways, and, at least in part, via the above-described molecular targets.

## Discussion

In this study, following a gene expression–based repurposing approach, we identified amisulpride as a modifier of arthritic fibroblast activation and fibroblast-dependent *hTNFtg* polyarthritis. Specifically, we have shown elevated chemokines and adhesive properties of arthritic fibroblasts to be remarkably downregulated ex vivo after amisulpride treatment and *hTNFtg* polyarthritis to be alleviated after prophylactic but importantly also upon therapeutic administration of the drug. Amisulpride is a DRD2/DRD3/HTR7 inhibitor that has been widely used in high doses to treat schizophrenia and in low doses for the treatment of depressive disorders (42, 43). However, we show here that its activity on *hTNFtg* fibroblasts is not mediated through these receptors. Interestingly, chemoproteomics analyses in SFs identified potential drug targets, namely ASCC3, SEC62, KIF5C, ROMO1, and CDC42. shRNA-mediated silencing of ASCC3 and SEC62 in SFs showed antiinflammatory activities similar to those exerted by amisulpride. Future detailed target characterization experiments should reveal further amisulpride targets and pathways relevant to SFs.

Dopamine receptor inhibitors, apart from their main function in neuronal signal transduction, have been previously implicated in immune regulation (44) and are reported to suppress pro-inflammatory cytokine production in LPS-induced macrophages (45) and in sepsis models in vivo (46), as well as to affect experimentally induced animal models of RA (47, 48). Similarly, we have validated here the ameliorating effect of amisulpride in the acute LPS-induced model of sepsis and, importantly, in the *TNF*^ΔΑRE^ mouse model of chronic arthritis, where the pathogenic source of TNF lies with the bone marrow compartment (5). This study indicates that in addition to the known antiinflammatory activity of amisulpride in myeloid and immune cells, the drug demonstrates a potentially novel antiinflammatory, antiarthritogenic function on SFs, which is dopamine receptor independent and works via a potentially novel set of target proteins, broadening the translational value of amisulpride for the treatment of chronic inflammatory arthritis.

Thus, the probably new activity of amisulpride in the *hTNFtg* mouse model could be synergistic. It could be ascribed to DRD2, DRD3, and HTR7 antagonism in myeloid/immune cells that are known to express these receptors, and as we show here, it could be additionally functioning as inhibitor of the newly identified targets on arthritogenic fibroblasts. Two of these targets, namely ASCC3 and SEC62, have been validated in our study to mediate inflammatory effects similar to those modified by amisulpride. This dual role underlines the strong potential of repurposing this specific drug for RA treatment. Considering that de novo identification of RA therapeutics is both costly and time consuming, drug repositioning presents as a tractable alternative, since essential issues such as bioavailability, toxicity, and manufacturing routes of the already-tested drugs are known and established (13).

Considering the potentially new SF-specific amisulpride targets we have validated in this study, it is interesting to note that they cover a range of SF activation characteristics, such as proliferation and migration, transcriptional and translational activation of inflammatory genes, homeostatic ER stress, and calcium responses. ASCC3 is the largest subunit of the ASC1 complex, where it functions as a 3′–5′ DNA helicase, together with ASCC1, ASCC2, and ASC1/TRIP4 (33, 49). Inhibitors targeting DNA/RNA helicases have been proposed to regulate viral and bacterial responses as well as cancer cell proliferation (33, 50). Ascc3 is also considered to participate in DNA repair pathways, as it prepares single-stranded DNA for AlkBH3 to mediate de-alkylation repair (33) and it resolves stalled ribosomes (51, 52). Moreover, the ASC1 complex has been involved in transcriptional regulation, regulating alone, or through the transcription integrators SRC-1 and CBP-p300, several transcription factors such as CREB, STATs, AP-1, and NF-κB (49, 53). ASCC3 involvement in the regulation of these inflammation-related transcription factors (54) can be further substantiated by the findings of the present study, where *Ascc3* downregulation was able to cause a marked reduction of the pro-inflammatory CCL20 secretion in TNF-induced activated SFs.

The translocation protein SEC62, on the other hand, is a part of the dimeric SEC62/SEC63 complex, which along with Sec61 is located in the membrane of the ER, facilitating translocation of nascent polypeptides into the ER and cell calcium homeostasis (38, 55, 56). Additionally, SEC62 has been reported to play a crucial role in successful ER stress response, as it favors the release of the accumulated ER chaperones driving cell physiological homeostasis (56). Notably, SEC62 has been reported as oncogenic, being overexpressed in a variety of tumors (57), supporting tumor metastasis, which can be attributed either to the deregulated translocation of migration-related precursor proteins to the ER or to the inhibition of Ca^2+^ homeostasis, along with the attributed ER stress tolerance (38). In particular, no SEC62-specific inhibitors have been reported to date, but inhibition of Sec62 function by antagonizing cellular Ca^2+^ homeostasis by CaM antagonists has been proved to mimic *SEC62* deletion in vitro by inhibiting migration and proliferation of human tumor cells (57, 58). Targeting of SEC62 could also be beneficial in RA, since SEC62 has been found to be induced in a human RA synovial tissue study, especially in a patient cohort that is characterized by expansion of FLS and not by predominance of the myeloid/lymphoid compartment before receiving any treatment (59). This subgroup of patients can probably be simulated by *hTNFtg* mice, where TNF signaling specifically in fibroblasts is necessary and sufficient to initiate disease (5, 6).

Considering that amisulpride is currently used in the market as an antipsychotic drug, it is important to note that almost 19% of patients with RA develop depression, a percentage much higher than the average in the general population (60). A common association of RA with its comorbid depression could be the fatigue and the pain that patients experience (61, 62), which can also activate immune responses, causing further dysthymia pathology (63–65). Of note, anti-TNF biologics have been proposed to alleviate both RA and depression symptoms (62); however, their prescription is approved only in severe cases of RA, and not all patients respond to them, thereby necessitating the frequent prescription of additional antidepressants (66). Consequently, patients experiencing RA and comorbid depression may be highly benefited by the use of amisulpride. Importantly, clinical use of several dopamine receptor antagonists in patients with schizophrenia has been associated with a much lower incidence of RA compared with the incidence in the general population (67). Accordingly, studying patients with RA under amisulpride treatment, prescribed for their depression symptoms, for possible beneficial clinical and histological RA outcome might provide valuable knowledge and clinical validation for the antiarthritic effects of the drug.

The *hTNFtg* animal model has been proved to closely simulate human disease, sharing common SF subpopulations and gene expression profiles (2, 7, 10). Notably, here, the oral administration of a small molecule, amisulpride, caused a significant amelioration of *hTNFtg* arthritis not only prophylactically but also therapeutically. Amisulpride has been identified as an inhibitor of pro-inflammatory cytokine, chemokine, and MMP production, as well as of adhesion of activated SFs ex vivo. However, the alleviation of polyarthritis in *hTNFtg* mice was associated mainly with the reduction of immune infiltration and bone destruction of the ankle joints, not with reductions in cartilage degradation. This could be due to context- and model-dependent development of the clinical phenotype, as notably, in *TNF*^ΔARE^ mice, all 3 histological manifestations were considerably affected. In conclusion, our studies strongly indicate that amisulpride could be repurposed for the treatment of RA and that it may also be used as a promising “lead” compound for the development of novel fibroblast-deactivating therapeutics.

## Methods

### Study design.

This study was performed in order to identify potential therapeutics against RA, by investigating if amisulpride can alleviate mouse chronic polyarthritis. Sample size of both the in vitro and in vivo experiments was calculated using power analysis. Ex vivo studies used primary murine ankle joint SFs of WT and *hTNFtg* mouse model of destructive polyarthritis as well as the L929 cell line. WT, *hTNFtg*, and *TNF*^ΔARE^ mice were used in the in vivo experiments. WT mice were originally purchased from Charles River Laboratories and The Jackson Laboratory. *hTNFtg* and *TNF*^ΔARE^ mice (2, 3) were provided in-house. The total number of replicates for the statistics calculation is noted in figure legends. Mouse welfare upon treatment (amisulpride or vehicle control) was checked every 24 hours in order to follow humane endpoints. All mice were observed for morbidity and euthanized when needed according to animal welfare. Mice were randomly assigned to the control and treatment groups, and clinical and histological scoring was performed under a blinded manner. No outliers were excluded apart from histology slides with no specific/high background staining. Each experiment, except RNA-Seq and proteomics studies, was performed at least 3 times, and data shown in the figures represent a representative experiment.

### SFs’ isolation.

Primary mouse SFs were isolated from ankle joints of 8-week-old CBA C57BL/6J, WT, or *hTNFtg* mice as previously described (68). Briefly, ankle joints were digested with Collagenase IV (Sigma-Aldrich, C5138), and at passage 1 a depletion of CD45^+^ cells was performed using a Biotin anti–mouse CD45 antibody (BioLegend, 103104) and Dynabeads Biotin Binder (Thermo Fisher Scientific 11047), according to the manufacturer’s protocol.

### Amisulpride.

For in vivo experiments, the commercially available Solian solution (Sanofi, 100 mg/mL) was used. For in vitro assays, synthesized amisulpride was used (100 mM stock in DMSO, further dilutions in 1× DMEM) (69).

### RNA-Seq analysis.

RNA-Seq was performed in 3 biological replicates of cultured WT/*hTNFtg* SFs treated with 1 μg/mL infliximab, 500 μM amisulpride, or vehicle for 48 hours. RNA extraction of cultured SFs was performed using the QIAGEN RNA Micro Kit (catalog 74004), according to the company’s guidelines. RNA extraction of 8-week-old *hTNFtg* mice’s back joints’ CD31^–^CD45^–^PDPN^+^ cells was performed using the Single Cell RNA Purification Kit (Norgen, 51800). All samples were quantified by a Bioanalyzer using the Agilent RNA 6000 Nano Kit reagents and protocol (Agilent Technologies). Only RNA samples with RNA integrity number greater than 7 proceeded to further analysis. The library preparation was performed according to the 3′ mRNA-Seq Library Prep Kit protocol for Ion Torrent (QuantSeq-LEXOGEN). The libraries quality was measured in a Bioanalyzer, using the DNA High Sensitivity Kit reagents (Agilent Technologies) according to manufacturer’s protocol, and they were equated at a concentration of 50 pM. Templating was performed in the Ion Proton Chef instrument, following the Ion PI IC200 Chef Kit (Thermo Fisher Scientific). Sequencing was performed in the Ion Proton System according to the Ion PI Sequencing 200 V3 Kit on Ion Proton PI V2 chips (Thermo Fisher Scientific).

The RNA-Seq FASTQ files obtained after Ion Proton sequencing were mapped using TopHat2 (70) with default settings and using additional transcript annotation data for the mm10 genome from Illumina iGenomes (https://support.illumina.com/sequencing/sequencing_software/igenome.html). According to the Ion Proton manufacturer’s recommendation, the reads that remained unmapped were submitted for a second round of mapping using Bowtie2 (71) against the mm10 genome with the “--very-sensitive” parameter activated and merged with the initial mappings. The raw bam files were summarized to a read counts table using the Bioconductor package GenomicRanges (72). Genes that had 0 counts were removed and the gene counts were normalized. Subsequently differential expression analysis was conducted using the Bioconductor package DESeq (73). Differentially regulated genes were concluded using an absolute log_2_ fold-change cutoff value of 1 and a *P* value cutoff of 0.05. The aforementioned analytical steps were performed through the Bioconductor package metaseqr (74). R packages (75) were used for generating volcano plots, heatmaps, bubble plots, and bar plots. Scaled Venn diagrams were created with the online tool BioVenn (76). Functional enrichment analysis was done with Enrichr online tool (77).

### LINCS1000CDS^2^ search.

The overlap of the deregulated genes from 8-week *hTNFtg* SFs versus WT controls and from previously published data at 3 disease points (3, 8, and 11 weeks old) (7) was used as an input to the search engine LINCS1000CDS^2^ (14), to identify perturbations that could potentially reverse the pathogenic gene expression profile (Supplemental Data 3, http://amp.pharm.mssm.edu/clustergrammer/l1000cds2/5b0ec39527c04c0700a07842). Additionally, the expression profile of 8-week *hTNFtg* SFs after a 48-hour treatment with 1 μg/mL infliximab (Janssen Biologics B.V) versus the *hTNFtg* untreated SFs was used as an input to identify compounds that could mimic the treated *hTNFtg* SFs’ signature (Supplemental Data 3, http://amp.pharm.mssm.edu/clustergrammer/l1000cds2/5b0ec77627c04c0700a07846). Specifically, for the reversed signature results, we used as an input 113 and 93 genes, which were found commonly up- and downregulated, respectively, in the comparison of *hTNFtg* versus WT untreated SFs in all stages of the disease. 

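The infliximab comparison supplies the signature that a compound should mimic in the search. The authors' deposited table holds 225 raised and 150 lowered genes by the paper's rule, and the copy of Supplemental Data 3 used here holds 223 and 149, against the 224 and 149 that the paper gives. Of these genes of the deposited table, 125 were also raised and 86 also lowered in the limma comparison. In 87 of the 225 raised genes, infliximab replicate 3 was over 2 times each of the other infliximab libraries, which held for replicate 1 in 5 genes and for replicate 2 in 1 gene. Among the genes raised with an FDR under 0.05 in the authors' deposited table, 27 of 34 had this form.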

For the mimicked signature results, we used 224 and 149 genes, which were found up- and downregulated, respectively, in the comparison of 8-week *hTNFtg* SFs treated with infliximab versus 8-week *hTNFtg* untreated SFs (Supplemental Data 2). In each comparison of our data, we filtered the genes for *P* < 0.05 and log_2_ fold-change > 1 (upregulated genes) or *P* < 0.05 and log_2_ fold-change < –1 (downregulated genes). The output of both LINCS1000CDS^2^ result lists was used to construct the Venn diagram of treatments that followed both criteria, using Interactivenn (78).

### ELISAs.

SFs at passage 3 isolated from 8-week-old WT or *hTNFtg* ankle joints were starved overnight and were treated with different amisulpride concentrations. WT SFs were also stimulated with 10 ng/mL hTNF (Peprotech) or hTNF preincubated with amisulpride for 30 minutes. At 48 hours after, the cell culture supernatants were analyzed for the detection of CCL5 (DY478, DuoSet), CCL20 (DY760, DuoSet), hTNF (R&D Systems, DTA00D), or other chemokines (Mouse Legendplex Chemokine Panel, BioLegend, 740007) according to the manufacturer’s instructions. The toxicity of amisulpride was assessed using the crystal violet assay on SFs, as described elsewhere (79).

### Gene expression quantification.

qPCR analysis was performed using the Platinum SYBR Green qPCR SuperMix (Invitrogen), after CDNA synthesis by the MMLV Reverse Transcriptase (Promega). The CFX96 Touch Real-Time PCR Detection System (Bio-Rad) was used, and quantification was performed with the ΔΔCt method. Primer sequences (5′–3′) are provided in Supplemental Table 1.

### L929 cell line and TNF-induced cell death assay.

In the L929 cells (NCTC clone, ATCC), TNF–induced cytotoxicity assay was performed as previously described (80–82).

### In vivo experiments.

All mice were maintained under specific pathogen–free conditions in conventional, temperature-controlled, air-conditioned animal housing facilities of Biomedical Sciences Research Centre “Alexander Fleming” with 12-hour light/12-hour dark cycle. The mice received food and water ad libitum. Similar numbers of female and male mice were used in each experimental group.

### LPS model.

C57BL/6J mice were challenged with 1 μg LPS intraperitoneally. Amisulpride (at 50 mg/kg or 100 mg/kg in water) was administered to C57BL/6J mice by oral gavage 2 hours before (*t* –2) and at the time of LPS administration (*t* 0). Serum samples were collected 1.5 hours after induction in order to measure the levels of IL-6 and murine TNF using the DuoSet (catalog DY406) and eBioscience (catalog 88-7324) ELISAs, respectively, following the manufacturers’ protocols.

### TNF^ΔΑRE^ model.

C57BL/6J *TNF*^ΔΑRE^ (3) mice were administered by oral gavage 20 mg/kg amisulpride diluted in water, twice daily, at 5–12 weeks of age. Arthritis was evaluated clinically in a blinded manner using a semiquantitative arthritis score ranging from 0 to 3, as described elsewhere (6).

### hTNFtg model.

CBA C57BL/6J *hTNFtg* mice (2) were administered by oral gavage 20 mg/kg amisulpride diluted in water, twice daily, either prophylactically at 3–8 weeks of age or therapeutically at 6–10 weeks of age. Arthritis was evaluated clinically in a blinded manner using a semiquantitative arthritis score ranging from 0 to 3, as described elsewhere (6).

### Histology.

Formalin-fixed, EDTA-decalcified, paraffin-embedded mouse joint tissue specimens were sectioned and stained with H&E, toluidine blue (TB), or Tartrate-Resistant Acid Phosphatase (TRAP) Kit (Sigma-Aldrich). H&E and TB were semiquantitatively blindly evaluated for synovial inflammation/hyperplasia (scale of 0–5) and cartilage erosion (scale of 0–5) based on an adjusted, previously described method (83). TRAP staining was performed to measure number of osteoclasts using ImageJ software (NIH) on images acquired with a Nikon microscope, equipped with a QImaging digital camera.

### FACS analysis–based immune infiltration.

FACS analysis–based immune infiltration was assessed by digesting ankle joints of 8-week *hTNFtg* vehicle- or amisulpride-treated animals, with 1,000 U/mL Collagenase IV (Sigma-Aldrich) for 1 hour at 37°C in DMEM, as previously described (27). A total of 1 to 2 million cells were stained according to Supplemental Table 2.

### TNF-TNFRI ELISA.

TNF-TNFRI ELISA was performed as described elsewhere (80).

### Click compound synthesis.

For click 1, the aromatic part of amisulpride (compound h) was synthesized (69), which subsequently reacted with 1-Boc-2-(aminomethyl)pyrrolidine (compound i) under HATU amidation coupling conditions to furnish compound k. Removal of the Boc group followed by reaction with propargyl bromide afforded the desired derivative (Supplemental Figure 7A). Regarding the synthesis of click 2, a slightly different procedure was developed including first the synthesis of the iodide (compound n), which upon palladium-catalyzed multicomponent reductive cross coupling reaction with 4-bromo-1-butyne and sodium metabisulfite as an inorganic sulfur dioxide surrogate (84) afforded compound o. Hydrolysis of the ester derivative followed by amidation coupling with 2-(aminomethyl)-1-ethylpyrrolidine yielded finally the click 2 derivative (Supplemental Figure 7B).

### Mass spectrometry experiments for target identification.

In order to identify the possible targets of amisulpride on *hTNFtg* SFs, a previously described method (85) was employed, by lowering the amount of total protein used to 4 mg. The samples’ digestion, run, and initial analysis were processed as previously described (86). A brief description of the protocol followed in the mass spectrometry experiments is provided in the Supplemental Methods.

### shRNAs and Lenti-X transfection.

For silencing of potential targets of amisulpride, *hTNFtg* SFs were transduced by lentiviruses expressing a full list of shRNAs (described in Supplemental Table 3). shRNAs were subcloned in the HpaI/XhoI sites of pLB vector. Each lentivirus was produced by transient cotransfection with psPAX2 and pMD2G of HEK Lenti-X 293T cell line (Clontech) using polyethylenimine (Sigma, P-3143). Plasmids pLB, psPAX2, and pMD2G were purchased from Addgene. The lentiviral transduction of SFs was performed using Hexadimethrine Bromide/Polybrene (Sigma, H9268), and transduction efficiency was calculated by the FITC-positive cells in a FACSCanto II flow cytometer (BD Biosciences) and FlowJo software (FlowJo, LLC). We sorted the GFP-positive cells, when transfection efficiency was less than 70%. SFs transduced by lentiviruses that carry a vector containing scramble shRNA were used as relevant controls (Supplemental Table 3).

### Phosphoproteomics sample preparation and analysis.

WT SFs activated by hTNF for 5, 15, and 30 minutes with or without 1 hour pretreatment with 500 μM amisulpride in triplicates were processed as previously described (87). Further process details and subsequent analysis of the samples regarding the phosphoproteomics approach are described in Supplemental Methods.

### Adhesion assay.

SFs at 2 × 10^4^ cells/well were allowed to adhere for 30 minutes to a 96-well plate covered with Human Fibronectin (Merck, FC010) at 1 μg/mL. Unbound cells were removed with sequential washes with PBS containing Ca^2+^ and Mg^2+^. Adhered cells were then stained with crystal violet (C3886, Sigma), then solubilized, and their absorbance was determined at 570 nm (80).

### Data and materials availability.

The mass spectrometry raw data have been deposited to the ProteomeXchange Consortium (88) via the PRIDE (89) partner repository with data set identifiers PXD036283 and PXD035230. The RNA-Seq raw data are uploaded at the NCBI Gene Expression Omnibus (90, 91) under accession numbers GSE211132 and GSE211137. The rest of the data are available in the main text or in the supplemental materials.

### Statistics.

All experiments were performed at least 3 times. Data are presented as mean ± SEM. Student’s *t* test (parametric, unpaired, 2-sided) or 1-way ANOVA, followed by Dunnett’s multiple comparisons test, were used for evaluation of statistical significance using GraphPad Prism 8 software. *P* < 0.05 was considered statistically significant.

### Study approval.

All experiments were approved by the Institutional Committee of Protocol Evaluation in conjunction with the Veterinary Service Management of the Hellenic Republic Prefecture of Attica in Attica, Greece, according to all current European and national legislation.

## Author contributions

DP, ANM, and GK conceived the study. DP, FR, CT, PC, AKP, FC, ECV, LN, ANM, and GK developed methodology. DP, FR, CT, PC, AKP, FC, ECV, LN, ANM, and GK investigated. DP, FR, CT, PC, AKP, FC, ECV, LN, ANM, and GK visualized data. GK acquired funding. NK, MCD, JVO, ANM, and GK supervised. DP, ANM, and GK wrote the original draft. All authors reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental data set 5

Supplemental data set 6

Supplemental data set 7

## Figures and Tables

**Figure 1:**
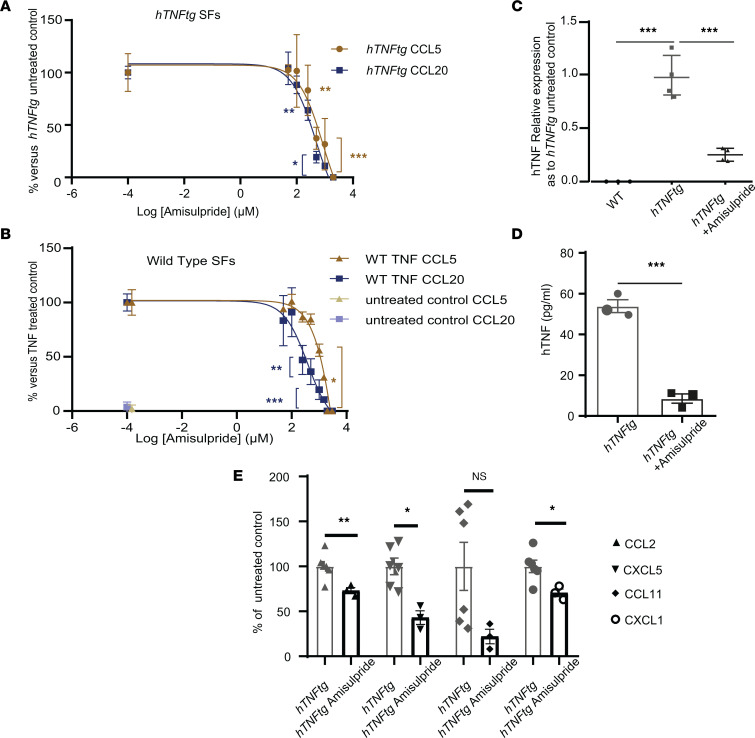
The antiinflammatory activity of amisulpride. (**A**) CCL5 and CCL20 detection in supernatants of *hTNFtg* SFs treated ex vivo with the indicated concentrations of amisulpride for 48 hours when compared with the *hTNFtg* vehicle-treated control (*n* = 3). (**B**) CCL5 and CCL20 detection in supernatants of WT SFs stimulated with 10 ng/mL hTNF, treated ex vivo with the indicated concentrations of amisulpride for 48 hours, when compared with the hTNF vehicle-treated control (*n* = 3). (**C**) Quantitative PCR (qPCR) analysis of *hTNF* gene expression in *hTNFtg* SFs treated with 500 μM amisulpride for 48 hours when compared with the *hTNFtg* vehicle-treated control (*n* = 4). (**D**) hTNF quantification in the supernatants of *hTNFtg* SFs when treated ex vivo with 500 μM amisulpride for 48 hours when compared with the *hTNFtg* vehicle-treated control (*n* = 3). (**E**) CCL2 (MCP1), CXCL5 (LIX), CCL11, and CXCL1 measured by Legendplex panel (BioLegend) on *hTNFtg* SFs treated with 500 μM amisulpride for 48 hours in comparison with the vehicle-treated control. TARC (CCL17), MIP-1β (CCL4), BLC (CXCL13), and MDC (CCL22) measured by Legendplex panel were not detected in the supernatants (*n* = 3–6) (* *P* value < 0.05; ** *P* value < 0.01; *** *P* value ≤ 0.0001; all data are shown as mean ± SEM; statistics for **A**, **B**, **D**, and **E** are performed using Student’s 2-tailed *t* test; statistics for **C** are performed using 1-way ANOVA, followed by Dunnett’s multiple comparisons test).

**Figure 2:**
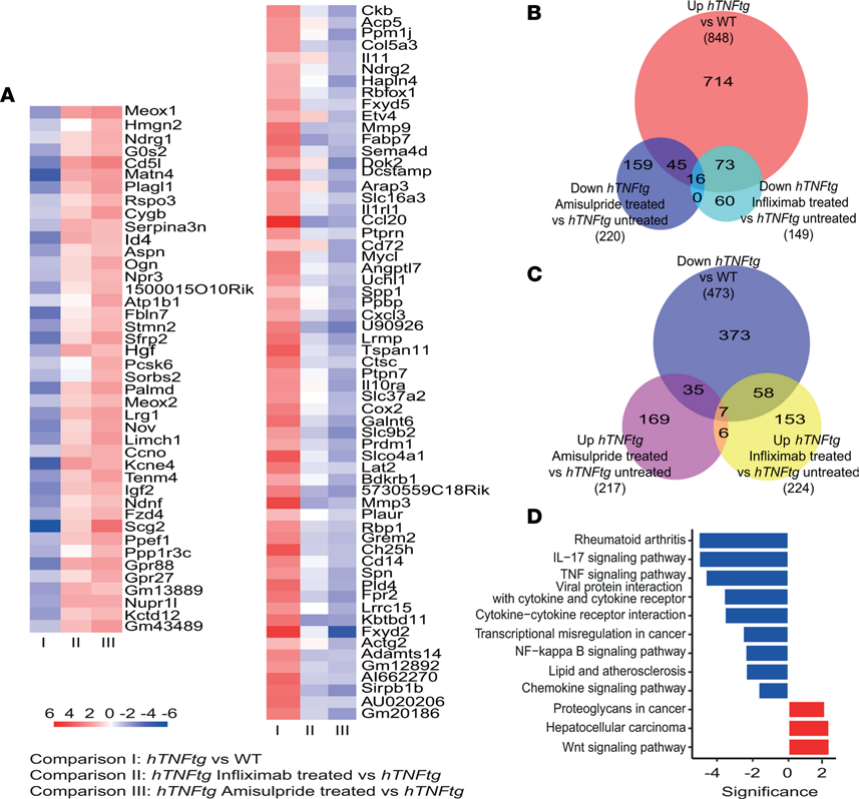
Gene expression signature of *hTNFtg* SFs treated with amisulpride. (**A**) Heatmap of the 103 genes identified to be deregulated in *hTNFtg* versus WT SFs and restored upon amisulpride treatment (*n* = 3). Left panel describes genes that are downregulated in *hTNFtg* versus WT SFs and are upregulated significantly upon amisulpride treatment. Right panel describes genes that are upregulated in *hTNFtg* versus WT SFs and are downregulated significantly upon amisulpride treatment. (**B**) Venn diagram presenting the genes being upregulated in *hTNFtg* versus WT SFs while being downregulated upon amisulpride/infliximab treatment (*n* = 3). (**C**) Venn diagram presenting the genes being downregulated in *hTNFtg* versus WT SFs while being upregulated upon amisulpride/infliximab treatment (*n* = 3). (**D**) KEGG pathway analysis of the 103 genes described in **A** (*n* = 3).

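The overlaps of Figure 2, B and C, were computed for infliximab from the 9 libraries, and the amisulpride part was not analysed here. By the paper's rule 129 genes were raised in hTNFtg SFs and lowered by infliximab, and 125 genes were lowered in hTNFtg SFs and raised by infliximab. The untreated hTNFtg libraries enter both comparisons, so their chance values alone give genes of this kind. In 100 simulated data sets without an infliximab effect, with the hTNFtg differences as observed, the first number was 91 to 143 (median 115.5), and 11 of them gave at least 129. The second number was 68 to 111 (median 89), and 0 of them gave at least 125. This first set of simulations called more genes in hTNFtg versus WT SFs than the libraries do, 1539 to 1757 raised genes. A second set was therefore run with the differences shrunk, a choice made after seeing this. Its 100 data sets gave 64 to 116 (median 90) and 73 to 116 (median 91.5), with 0 reaching either observed number. Both sets drew each gene independently, without differences that a whole library shares, so their spread may be too narrow. Among 20 assignments of the 6 untreated and infliximab-treated libraries to these groups, 2 gave at least 129 and 4 gave at least 125, the real one included. The simulations therefore do not set 125 apart from chance. Array quality weights gave 775 and 273, and genes with a mean of at least 10 gave 71 and 55. The first number was 392 without hTNFtg replicate 1 and the second 301 without hTNFtg replicate 3. Leaving out infliximab replicate 2 gave 56 and 67.

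**Figure D3:**
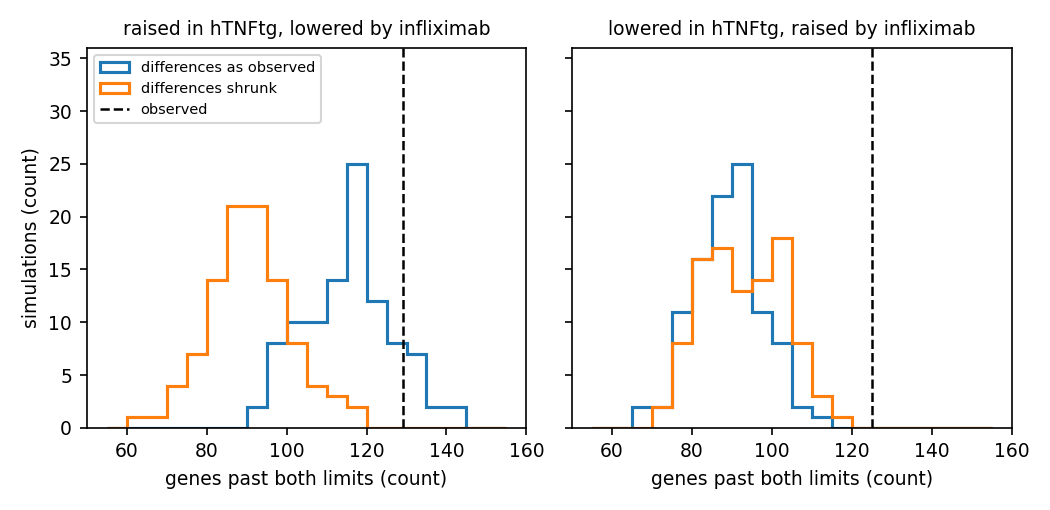
Histograms of the number of genes changed in opposite directions by hTNFtg and by infliximab in 100 simulated data sets per setting without an infliximab effect, with the number of simulations on the y axis and dashed lines at the observed 129 and 125. The observed 129 lies within the simulations with differences as observed and above those with differences shrunk, and the observed 125 lies above both. Each gene was drawn independently, so differences that a whole library shares are not in the simulations.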

**Figure 3:**
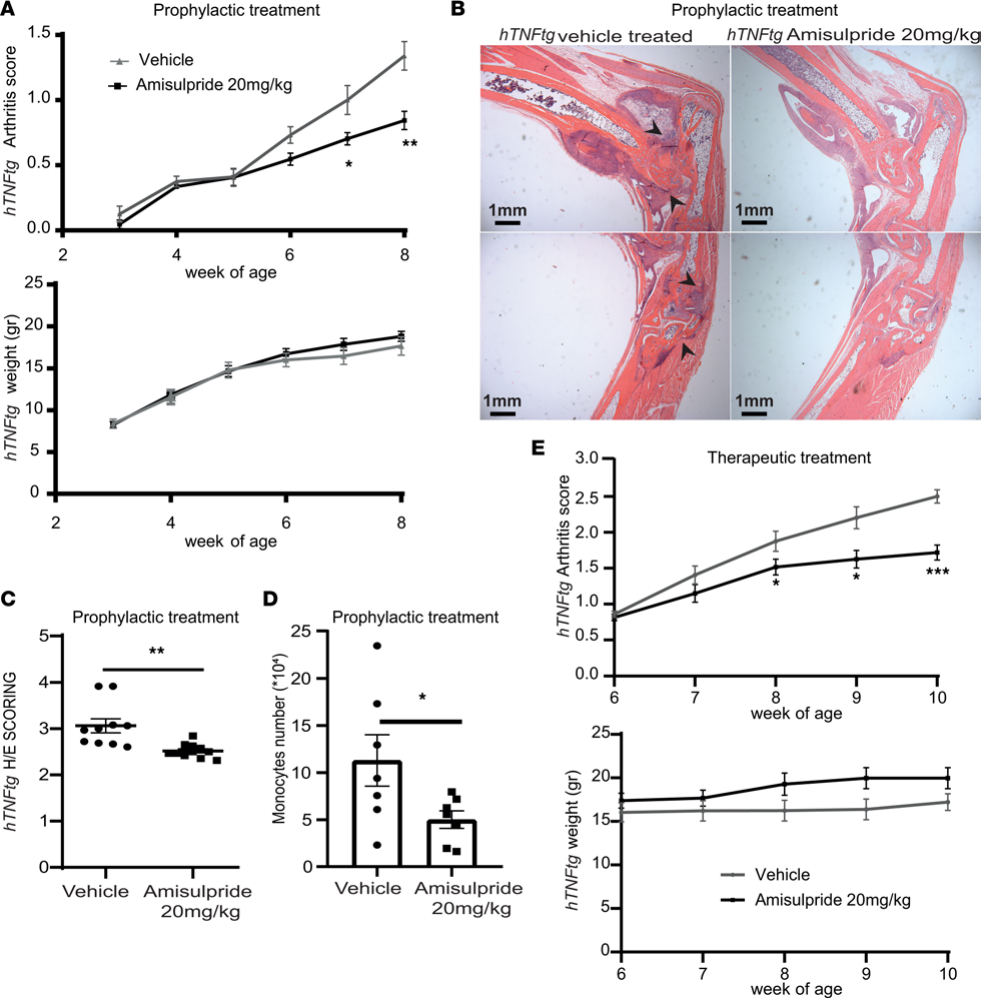
In vivo effect of amisulpride in the *hTNFtg* polyarthritis model. (**A**) Arthritis clinical score and weight measurement of *hTNFtg* mice treated prophylactically with 20 mg/kg amisulpride by oral gavage (week 3–week 8) when compared with the vehicle-treated controls (*n* = 10). (**B**) Representative histological images of H/E-stained paraffin sections of joints of *hTNFtg* mice treated prophylactically with 20 mg/kg amisulpride by oral gavage (week 3–week 8) when compared with the vehicle-treated controls (original magnification 2×, scale bar = 1 mm). The sections in the top and bottom row show ankle and metatarsal field of the same representative section, and black arrows indicate examples of regions of interest. (**C**) Synovitis scoring of H/E-stained paraffin sections of ankle joints of *hTNFtg* mice treated prophylactically with 20 mg/kg amisulpride by oral gavage (week 3–week 8) when compared with the vehicle-treated controls (*n* = 10). (**D**) Monocyte numbers in FACS-based immune infiltration analysis of isolated ankle joints of *hTNFtg* mice treated prophylactically with 20 mg/kg amisulpride by oral gavage (week 3–week 8) when compared with the vehicle-treated controls (*n* = 7). (**E**) Arthritis clinical score and weight measurement of *hTNFtg* mice treated therapeutically with 20 mg/kg amisulpride by oral gavage (week 6–week 10) when compared with the vehicle-treated controls (*n* = 8) (* *P* value < 0.05; ** *P* value < 0.01; *** *P* value ≤ 0.0001; all data are shown as mean ± SEM, statistics are performed using Student’s 2-tailed *t* test).

**Figure 4:**
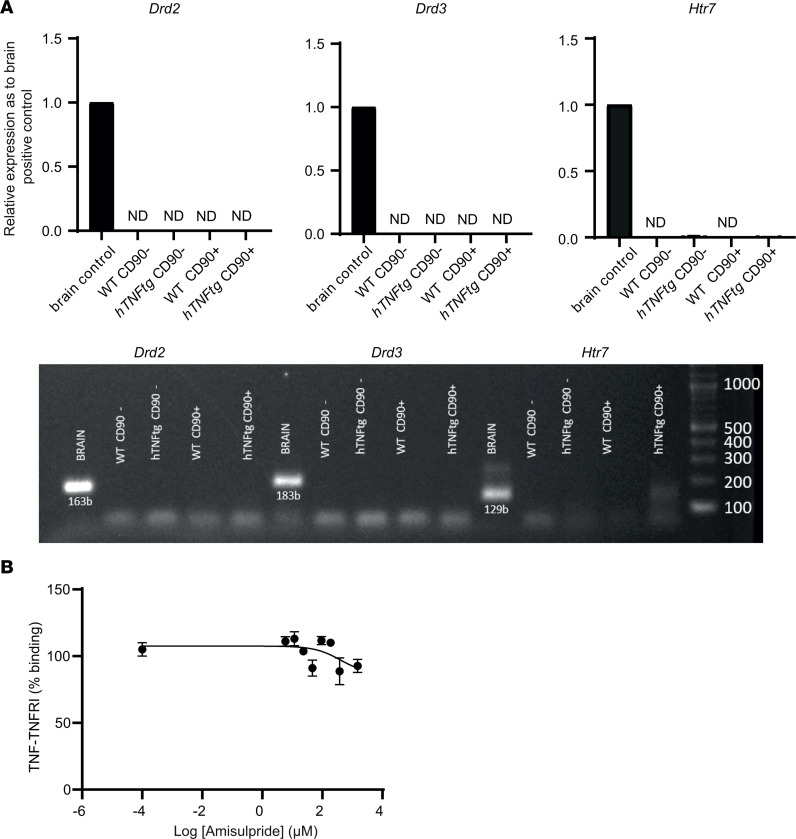
Amisulpride’s effect on joint fibroblasts is mediated neither by its known targets nor through TNF-TNFRI binding inhibition. (**A**) qPCR analysis for quantification of *Drd2*/*Drd3*/*Htr7* expression on CD31^–^CD45^–^PDPN^+^CD90^–^ lining or CD31^–^CD45^–^PDPN^+^CD90^+^ sublining SFs isolated from ankle joints of WT or *hTNFtg* animals. Brain sample was used as a positive control (*n* = 5). ND, not detected. (**B**) TNF-TNFRI binding upon amisulpride in a dose-dependent manner (*n* = 3).

**Figure 5:**
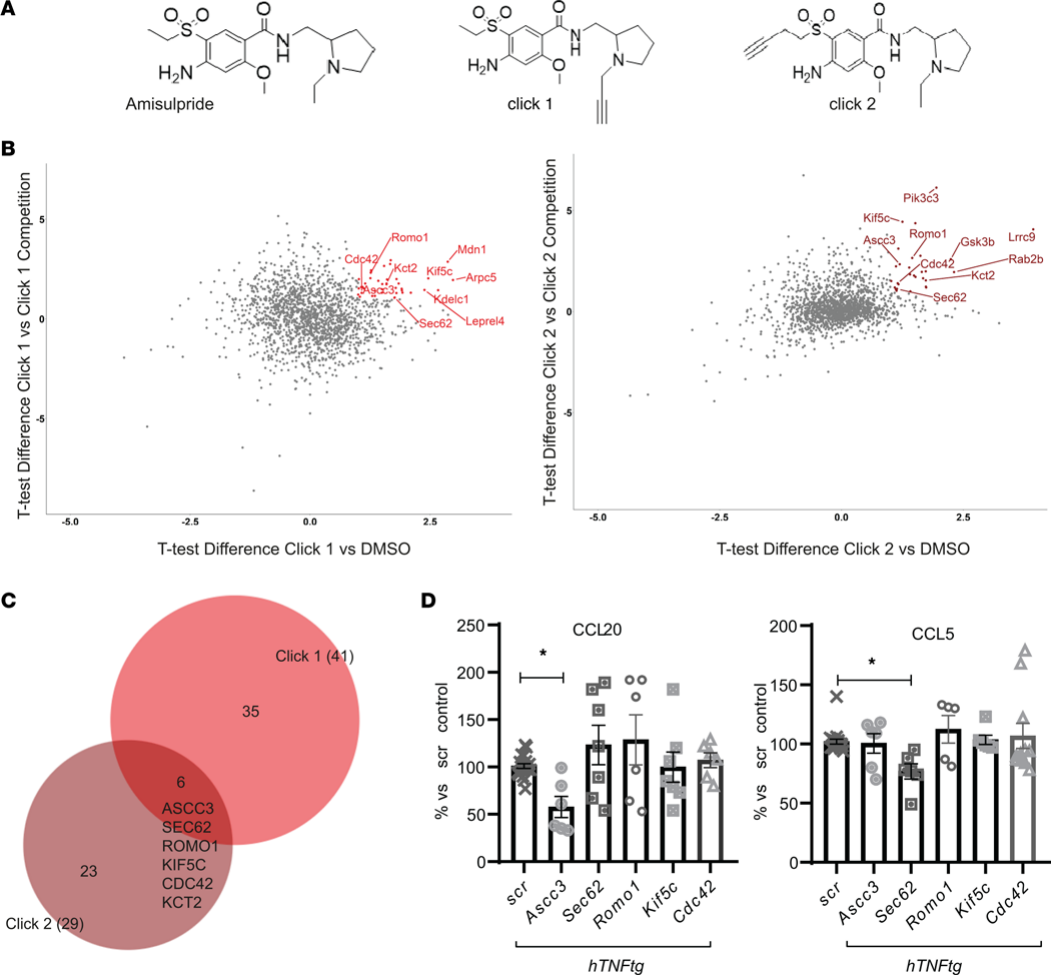
Amisulpride targets’ identification on *hTNFtg* SFs. (**A**) Structure of the amisulpride and the synthesized click compounds, based on amisulpride chemical form, bearing an alkyne in a different position. (**B**) Volcano plots with highlighted candidates, combining differences (Student’s 2-tailed *t* test difference > 1) for proteins identified in each active probe sample versus the DMSO or the respective competition control (*n* = 3). (**C**) Venn diagram of the proteins identified in volcano graphs of **B**, resulting in 6 common candidates targeted by both click 1 and click 2. (**D**) CCL20 and CCL5 quantification in supernatants derived from *hTNFtg* SFs upon shRNA-mediated silencing of *Ascc3*, *Sec62*, *Romo2*, *Kif5c*, and *Cdc42* when compared with the scramble-treated sample (*n* = 6–20) (* *P* value < 0.05; all data are shown as mean ± SEM; statistics are performed using 1-way ANOVA, followed by Dunnett’s multiple comparisons test). ASCC3, activating signal co-integrator 1 complex subunit 3; SEC62, translocation protein SEC62; CDC42, cell division cycle 42; KIF5C, kinesin heavy chain isoform 5C; ROMO1, ROS modulator 1; KCT2, keratinocyte-associated transmembrane protein 2.

**Figure 6:**
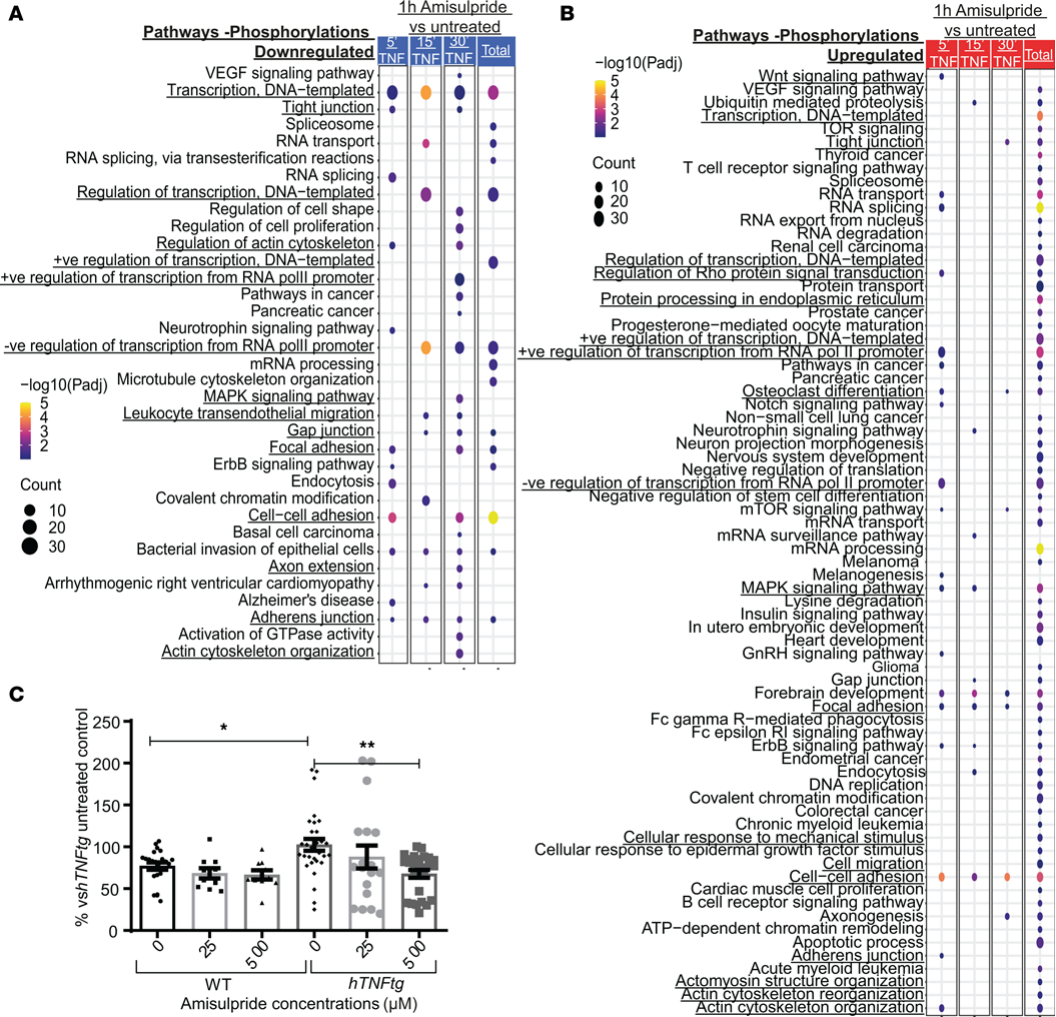
Phosphoproteomics analysis of intraarticular SFs treated with amisulpride reveals pathways that are regulated upon treatment. KEGG pathways and Gene Ontology term enrichment analysis for (**A**) downregulated and (**B**) upregulated phosphorylations upon pretreatment with 500 μM amisulpride for 1 hour and stimulation with hTNF for 5, 15, and 30 minutes when compared with the untreated hTNF-stimulated respective controls (*n* = 3). (**C**) Adherence assay of WT and activated *hTNFtg* SFs upon different amisulpride concentrations (*n* = 18–30 wells) (* *P* value < 0.05; ** *P* value < 0.01; all data are shown as mean ± SEM; statistics are performed using 1-way ANOVA, followed by Dunnett’s multiple comparisons test).

How the deposited data were processed for this re-analysis (not part of the article)

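The data are 3′ mRNA sequencing libraries of cultured mouse SFs, 3 from WT mice, 3 from untreated hTNFtg mice and 3 from hTNFtg SFs treated with infliximab at 1 µg/mL for 48 hours. The mice were 8 weeks old. The labels give no treatment for the untreated SFs, where the paper's methods describe vehicle. Libraries were made with the QuantSeq kit and sequenced on an Ion Proton. According to the authors, reads were mapped to mm10 with TopHat2 at its default settings, reads left over were mapped with Bowtie2 at its very sensitive setting, and counts per gene were made with GenomicRanges. Genes without counts were removed, and DESeq was run through metaseqR, with versions that the methods do not state.

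The authors deposited a table for hTNFtg versus WT SFs and a table for infliximab-treated versus untreated hTNFtg SFs, each with 49548 genes. The values used are a score per gene and library, namely counts that the authors normalized by a single factor per library and rounded to whole numbers. In hTNFtg replicate 1 all low values of the signal deposited by the authors fall on multiples of what 1 read is worth. Rounding to whole numbers moves a value little at its 6.23 normalized counts per read, but by much of a read at the 0.534 to 1.10 of the other libraries. The multiples therefore do not show that hTNFtg replicate 1 holds another kind of value. The design, written with normalized counts in mind for all libraries, was kept as written, and this library was treated like the others. The log2 values that the authors deposited are the log2 of the normalized count plus 1, and they were checked against the counts. The p-value of each gene in the deposited tables comes from DESeq as the authors ran it. The fold change that the authors deposited is the ratio of the group means after adding 1 to each. The GC content deposited by the authors is a fraction between 0 and 1 from their annotation. The 3 untreated hTNFtg libraries are in both tables with the same values, so each was used once. The per-sample columns with the prefix rpgm, a further normalized form of the counts that the methods do not describe, number 12 over both tables and were not used.

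The normalized counts that 1 read is worth in a library, its step, were estimated from the gaps in its rounded values, and dividing by the step gave approximate reads. Low values that are whole multiples of the step made up 100% in hTNFtg replicate 1 and 1.77% to 52% in the other libraries, so reads there are approximate. Multiplying the approximate reads by the step gave back 99.3% to 100% of the values. With a step under 1 the 100% follows by construction and tests nothing. Only hTNFtg replicate 1 (99.7%) and infliximab replicate 1 (99.3%) have a step over 1. The estimate was tested on simulated data of 30297 genes. It recovered 15 of 16 random steps and 9 of 9 steps like those of the libraries to within 1 percent, but only 2 of 6 round steps. One read was worth 0.968, 0.889 and 0.665 normalized counts in WT replicates 1, 2 and 3, 6.23, 0.856 and 0.534 in hTNFtg, and 1.10, 0.902 and 0.738 with infliximab. The median of the approximate reads per library was 5032321 in WT, 4789855 in hTNFtg and 4565314 with infliximab SFs. The lowest was 613198 in hTNFtg replicate 1, where a gene of 3 reads stands at 18.7 normalized counts. The 10 highest genes held 5.96% to 10.3% of each library, and 16009 genes were above 0 in hTNFtg replicate 1 against 20384 to 22699 in the others.

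Groups of 3 libraries were compared in 3 comparisons, hTNFtg versus WT, infliximab-treated versus untreated hTNFtg and infliximab-treated hTNFtg versus WT. The test was limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on the log2 of the normalized count plus 1. It used the 6 libraries compared and the genes above 0 in at least 1 of them. Genes past the paper's rule have an unadjusted P under 0.05 and a log2 fold change of at least 1 in size. Adjusted p-values are from the Benjamini-Hochberg method over all genes tested. A gene is at the floor in a group when every library has at most 3 reads, and folds against such a group are lower bounds. Medians with bounds set such a gene to the ratio of the other group's mean to the floor, or to 0 with both groups at the floor. Where that mean was itself under the floor there is no bound, yet the gene was given the size of the ratio in the direction of its change. Medians with bounds can therefore lie too far from 0 and are not lower limits.

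In a self-test on simulated data without a replicate effect, 200 genes were changed 4-fold and 24687 genes could be tested. limma found 37.5% of the changed genes at an adjusted p under 0.05 with 0 unchanged genes. By the paper's rule it found 95.5% of them together with 598 unchanged genes. Robust eBayes found 75% with 4 unchanged genes, edgeR 76.5% with 5 and the replicate block 0% with 0. The set test fry gave 1.29e-05 for a simulated list of 30 raised genes and 0.862 for 30 unchanged genes.

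Alternatives were a pseudocount of 5 or 0.5, genes with a mean of at least 10, quantile normalization, rescaling by median ratios, array quality weights, robust eBayes, the replicate number as a block, all 9 libraries in one fit, the authors' form of the fold change, and the quasi-likelihood test of edgeR 4.0.16 on approximate reads. Each library was also left out in turn. Later additions were the genes with a P value in the authors' table, and the removal of a loess trend (span 0.5) with GC content. Splits of the 6 libraries into other groups numbered 10, and 20 assignments were used for the overlaps.

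Lists of marker genes were tested with fry and camera from limma, with adjustment over 9 lists: hepatocyte genes named in the copy of Supplemental Data 3, hepatocyte genes not named there, macrophage, osteoclast, chondrocyte, skeletal muscle, endothelial and fibroblast genes, and genes induced by TNF through NF-kB. The hepatocyte list was written after hepatocyte genes had been seen in that supplement. Lists of Y-linked genes, genes that escape X inactivation and imprinted genes were added after the values of some of their members had been seen. Itgam stands in the tables under 2 identifiers, and 93 gene symbols are repeated in all. A list was reported in a library when its sum was over 3 times that of the highest WT library.

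Named genes are those the paper names for SFs, for the targets of amisulpride or for sorting, the 3 genes with the largest rise and fall past the adjusted threshold with a mean of at least 10 and groups that do not overlap, and members of the lists. Xist, Ddx3y, Alb, Apoa1, Mup3, Lyz2, Acp5, Acan, Mest, H19, Copg2 and Igf2 were picked for printing after their values had been seen, although Alb, Apoa1, Mup3, Lyz2, Acp5 and Acan already stood on the lists. For the overlap between the comparisons, 100 data sets were simulated from negative binomial counts at the steps of the libraries with no infliximab effect. Since they called more genes between hTNFtg and WT than the libraries do, another 100 were simulated with differences shrunk to 0.65 of their size on the log2 scale, a choice made after this was seen. Figures were drawn with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9. The amisulpride comparison, the compound search, the binding assays and the mouse experiments were not analysed here, since the 2 tables hold the 9 libraries described. Some single genes of Figure 2A are not reported here by name.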

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

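The lists of genes below are of cell types or chromosomes that the paper does not discuss for the sequenced SF cultures. The paper does count macrophages and osteoclasts in mouse joints. Each list is given where its summed normalized count in a library was over 3 times that of the highest WT library. The test that left libraries out of the authors' table was chosen only after the result was seen, and so were the infliximab library named in the hepatocyte test and the count of macrophage transcripts that part every hTNFtg from every WT library. The Y-linked list and the list of genes that escape X inactivation were added after Xist and Y-linked values had been seen, and their test was set before its own result was seen.

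Hepatocyte genes were high in infliximab replicate 3. The 34 hepatocyte genes named in Supplemental Data 3 summed to 2550 normalized counts there (0.061% of the library), against 94 to 246 in the other 8 libraries, of which the highest WT library had 231. Of these genes, 5 had a mean of at least 10 in WT SFs, and the study picked all of them from these libraries. Alb stood at 265, Apoa1 at 90 and Mup3 at 91 in this library, against at most 12, 2 and 1 in the others. Mup genes are nearly identical, so the counts of a single Mup gene are uncertain. The 42 hepatocyte genes that the supplement does not name offer a test that the paper's choice does not decide, although 9 of them had a mean of at least 10 in WT SFs. Of the 40 that were above 0 in some library, 24 were highest in infliximab replicate 3 (exact binomial test, one-sided, against 1 in 9, p = 1.3e-13), and the next library, hTNFtg replicate 1, was highest in 5. This test takes the genes as independent, though all were read in the same libraries, so its p-value does not measure the spread between libraries. The sum of the 42 genes was 800 in infliximab replicate 3 and 445 to 584 elsewhere. As lists, both were higher with infliximab, with medians of 1.2 (0.76 with bounds) and 0.48 (0.85 with bounds). The values with bounds are not lower limits, since a mean under the floor gives no bound. The lists were higher in 33 of 34 and 29 of 40 genes, and neither passed fry (adjusted p = 0.839 for both). Without infliximab replicate 3 the medians were -0.53 (adjusted p = 0.0458) and -0.33 (adjusted p = 0.259), while without replicate 1 they were 1.99 and 0.77 and without replicate 2 they were 1.99 and 0.83. An effect of infliximab on SFs would be expected in replicates 1 and 2 too, where the sums were 208 and 221, and this argues against it. A candidate explanation is liver RNA in this library, from whatever step, and a biological one was not tested. In the authors' table, 127 of the 225 raised genes stayed past the fold limit without this library, against 209 and 210 without replicates 1 and 2. Of the 98 that dropped, 50 are hepatocyte or Mup genes, and of the 49 genes with an FDR under 0.05 in that table 15 are Mup genes. Relative to WT, the hTNFtg libraries had medians of 0.43 (0 with bounds, adjusted p = 0.0605, 21 genes higher and 7 lower) and -0.038 (0 with bounds, adjusted p = 0.634), the second of which was 0.33 without WT replicate 2 and -0.17 without hTNFtg replicate 2.

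Macrophage genes were high in all 3 untreated hTNFtg libraries and in infliximab replicates 1 and 3. The macrophage list of 26 entries summed to 10555 (0.276% of the library), 5104 and 9781 in hTNFtg replicates 1, 2 and 3, and to 6048, 3432 and 7267 with infliximab. The WT libraries had 276, 1553 and 575. The osteoclast list of 12 genes reached 6009 in hTNFtg replicate 3, against 1108 and 1389 in the other hTNFtg libraries, 249, 1102 and 345 in WT and 852, 773 and 2476 with infliximab. Of these genes, 16 of the macrophage list and 6 of the osteoclast list had a mean of at least 10 in WT SFs, 1 and 4 are shown in Figure 2A, and 1 osteoclast gene is on another list. In hTNFtg versus WT SFs the macrophage list had a median of 3.26 (3.16 with bounds, 26 genes higher and 0 lower, fry adjusted p = 0.047), but the adjusted p was 0.0902, 0.133, 0.0829, 0.0777 and 0.116 without WT replicate 1, WT replicate 3 and hTNFtg replicates 1, 2 and 3, and 0.0222 without WT replicate 2. The osteoclast list had a median of 1.40 (1.72 with bounds, which is not a lower limit, 12 genes higher and 0 lower, adjusted p = 0.186). Its median was 0.85 without hTNFtg replicate 3, 0.94 without WT replicate 1 and 2.34 without hTNFtg replicate 1. Under infliximab the medians were -0.42 (adjusted p = 0.839, 22 genes lower and 3 higher) and -0.13 (adjusted p = 0.906). Without hTNFtg replicate 2 the first was -0.80, without hTNFtg replicate 3 they were -0.19 and 0.38, and without infliximab replicate 1 the second was 0.21. Without infliximab replicates 2 and 3 in turn the first was -0.12 and -0.65, and without hTNFtg replicate 1 or infliximab replicate 3 the second was -0.57 or -0.44. All 7 of the macrophage transcripts that had been listed before their values were seen (Lyz2, Tyrobp, Fcer1g, C1qa, Cd74, Ctss and Ptprc) were higher in every hTNFtg library than in every WT library. Lyz2 stood at 43, 277 and 95 in WT, 5356, 2284 and 2356 in hTNFtg and 2388, 1277 and 2672 with infliximab. Ptprc, which encodes CD45, stood at 0, 3 and 0 in WT and 31, 9 and 12 in hTNFtg SFs. A smaller share of SFs alone would raise the genes of every other cell type, and the fall of chondrocyte genes (median -2.50, adjusted p = 0.0047, 10 of 12 genes lower) argues against that. Macrophages or osteoclasts left in the hTNFtg cultures after CD45 depletion may explain these counts. That SFs themselves express such genes under TNF stays open and was not tested.

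Y-linked genes were over 3 times the highest WT library in 2 libraries. The 4 genes summed to 521 in hTNFtg replicate 3 and 325 in infliximab replicate 3, and to 0 to 15 in the other 7 libraries. Xist stood at 2 and 0 in these libraries, against 131 to 560 in the others, and Ddx3y at 309 and 163. Genes that escape X inactivation were the test, since male cells carry fewer active copies of them. Their median log2 difference from the mean of the other libraries of the same group was -0.56 in hTNFtg replicate 3 and -0.59 in infliximab replicate 3, with 5 of 6 genes lower in each. Among 10000 random lists these medians lie at percentiles 7.88 and 0.49, so the first is weak evidence. Depth does not account for it, because the reads of these libraries number 9014351 and 5663972. Cells from male mice in these libraries may explain the values, and the WT libraries show no such sign. How far the sex of the cells adds to the differences between the groups was not tested.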

How the results depend on the processing

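The comparisons, the main settings, 11 alternatives and the leaving out of each library in turn were set before the data were examined. Another 2 alternatives were chosen only after the data were seen: to test just the genes with a P value in the authors' table, and to remove a trend with GC content from each library. Each alternative changed 1 choice and kept the rest. Of the values that answer a comparison, 197 stayed within 1.5 times their main value and 79 did not. Of the values of single genes, 819 kept their direction and their side of an adjusted p of 0.05, 92 kept their direction and lost the threshold, 30 gained it and 24 reversed. Except where a sentence names what differs by construction, the cause was not tested. Quantile normalization, rescaling by median ratios and a pseudocount of 0.5 moved no comparison's count by more than 1.5 times, nor did the authors' form of the fold change.

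In hTNFtg versus WT SFs, 956 genes were raised, 867 lowered and 137 had an adjusted p under 0.05. Array quality weights gave 2218, 1322 and 1004, and edgeR on approximate reads gave 1552 raised and 953 with an adjusted p under 0.05. Restricting the test to genes with a mean of at least 10 gave 525 lowered genes from fewer genes tested, 13634 in place of 28522. The adjusted count was 461 with robust eBayes, 381 with all 9 libraries in one fit and 287 with the GC trend removed. Of the 956 raised and 867 lowered genes, edgeR called 898 and 693, and array quality weights 830 and 695. Raised genes made up 52.4% of the calls, against 62.7% with array quality weights, 63.7% with edgeR and 64.1% without hTNFtg replicate 1. The share was 46.1% and 45.7% without WT replicates 1 and 2, and 49.5% and 49.3% without hTNFtg replicates 2 and 3. Across the 6 fits that each left out a library, the raised genes numbered 691 (without WT replicate 2) to 1510 (without hTNFtg replicate 1). The lowered genes numbered 673 (without WT replicate 3) to 1221 (without hTNFtg replicate 3), and those with an adjusted p under 0.05 from 1 (without WT replicate 2) to 44 (without hTNFtg replicate 3). The genes of Figure 2A that passed the paper's rule stayed within 1.5 times of 54 and 40 under every alternative run. Across the fits without a library they numbered 41 to 50 in the right panel and 33 to 37 in the left panel.

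In infliximab-treated versus untreated hTNFtg SFs, 426 genes were raised, 267 lowered and 0 had an adjusted p under 0.05, with 1026 at an unadjusted p under 0.05. A pseudocount of 5, which shrinks the changes of low genes, gave 219 and 132, and genes with a mean of at least 10 gave 193 and 121. Array quality weights gave 735 and 1390, with 65 genes at an adjusted p under 0.05, and edgeR gave 786 lowered and 168 adjusted. All 9 libraries in one fit gave 450 lowered genes. The adjusted count was 3 with robust eBayes, 3 with all 9 libraries and 3 with the GC trend removed. Of the 426 and 267 genes, edgeR called 255 and 233, and array quality weights 232 and 191. Raised genes were 61.5% of the calls, but 34.6% with array quality weights, 37.9% with edgeR, 48.9% with the GC trend removed, 34.1% without hTNFtg replicate 1 and 78.7% without infliximab replicate 1. Leaving out a library gave 298 (without infliximab replicate 2) to 700 (without hTNFtg replicate 3) raised genes, and 655 without hTNFtg replicate 2. It gave 120 (without infliximab replicate 2) to 930 (without hTNFtg replicate 1) lowered genes, and 0 to 0 with an adjusted p under 0.05. Of the Figure 2A genes, 11 of the right panel and 5 of the left passed with infliximab. The right panel had 23 with edgeR. The left panel had 3 among genes with a mean of at least 10, 9 with array quality weights, 9 with robust eBayes, 8 with all 9 libraries and 9 with edgeR. Without a library they were 6 (without infliximab replicate 2) to 12 (without hTNFtg replicate 2) and 2 (without infliximab replicate 1) to 6 (without hTNFtg replicate 2).

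Between infliximab-treated and WT SFs, 209 genes had an adjusted p under 0.05. The count was 488 among genes with a mean of at least 10, 378 with array quality weights, 1182 with robust eBayes, 69 with all 9 libraries, 1323 with edgeR, 477 among the genes with a P value in the authors' table and 565 with the GC trend removed. Leaving out a library gave 0 to 1, with 2637 genes at an unadjusted p under 0.05 without WT replicate 3 and 4704 without WT replicate 1. Genes raised in hTNFtg SFs and lowered by infliximab numbered 129, against 73 with a pseudocount of 5, 71 with a mean of at least 10, 775 with array quality weights, 275 with all 9 libraries and 440 with edgeR. Genes changed the other way numbered 125, against 68, 55 and 273 with the first 3 of these. Without a library they were 56 (without infliximab replicate 2) to 392 (without hTNFtg replicate 1) and 67 (without infliximab replicate 2) to 301 (without hTNFtg replicate 3). The lists called by fry were 3 in hTNFtg versus WT SFs and 1 with infliximab. They were 2 to 3 and 1 to 3 with a library left out, the last being the fit without infliximab replicate 3.

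Libraries of the 3 groups share replicate numbers, and a fit with the replicate number as a block was made. Over 13600 genes with a mean of at least 10, deviations of same-numbered libraries from their group means correlated by 0.292, -0.14 and 0.353 between WT and hTNFtg, and by 0.0698, 0.197 and 0.265 between hTNFtg and infliximab. Over the 2629 genes with a mean of at least 300 these values were 0.494, -0.187 and 0.482, and 0.153, 0.332 and 0.408. Not every value was above 0.1 over the first set of genes, so the numbers were not taken to pair the libraries. Between hTNFtg and infliximab this rests on the gene set, since all 3 values were above 0.1 over the second. Replicate 3 also lacks Xist in both groups (2 and 0), while infliximab replicate 1 correlated more with hTNFtg replicate 2 (0.126 and 0.272) than with replicate 1, so a shared origin stays open. With the block, 0 genes had an adjusted p under 0.05 in hTNFtg versus WT SFs (2266 at an unadjusted p under 0.05), in infliximab-treated versus untreated SFs (1076) and in infliximab-treated versus WT SFs (2876). The block uses up degrees of freedom, and in simulated data it found 0% of 200 changed genes at that threshold, where the fit without it found 37.5%. Those data held no replicate effect, so they cannot tell what the block finds if the libraries are paired. The raised and lowered genes of the block were within 1.5 times of the main counts.

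The 24 reversals counted above, which do not include Etv4 of Figure 2A, were of changes whose adjusted p was at least 0.103 in every run. For the infliximab effect, Ccl11 (0.38) was -0.017 with a pseudocount of 5, -0.77 with array quality weights, -0.32 with the authors' form of the fold change and -0.60 with edgeR. Cxcl1 (0.30) was -0.24 with array quality weights, -0.051 with the authors' form and -0.044 with edgeR. Under array quality weights, Ascc3 (0.11) was -0.11 and Cdc42 (-0.06) was 0.24. With a library left out, these log2 fold changes ranged from -0.91 to 1.05 for Ccl11, -0.52 to 0.74 for Cxcl1, -0.28 to 0.34 for Ascc3 and -0.33 to 0.39 for Cdc42. Those of Cxcl3 ranged from -1.40 to 0.23, Kif5c from -1.07 to 0.065, Ptprc from -0.17 to 0.68 and Thy1 from -0.23 to 0.064. In hTNFtg versus WT SFs the ranges were -0.56 to 0.087 for Tnfrsf1a, -0.47 to 0.15 for Ascc3, -0.34 to 0.15 for Sec62 and -0.82 to 0.32 for Kif5c. Depth limits what hTNFtg replicate 1 can show, since a gene under 18.7 normalized counts there is at most 3 reads.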

Differences from the paper's values

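The tests and settings in this part were chosen before its results were seen, apart from the 2 named as chosen after. For genes raised by infliximab, 426 were called against the paper's 224. Of the alternatives set before the data were examined, a pseudocount of 5 (219), genes with a mean of at least 10 (193) and leaving out infliximab replicate 2 (298) came within 1.5 times of the paper's value. The others did not, and gave 350 with the replicate block to 735 with array quality weights. Genes with a P value in the authors' table, an alternative chosen after seeing the values, gave 314. The authors' deposited table holds 225.

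For genes lowered by infliximab, 267 were called against the paper's 149. The alternatives set before the data were examined that came within 1.5 times were a pseudocount of 5 (132), genes with a mean of at least 10 (121) and leaving out infliximab replicate 1 (124), 2 (120) or 3 (157). The others did not, and gave 231 with the replicate block to 1390 with array quality weights. Genes with a P value in the authors' table, chosen after seeing the values, gave 182. The authors' deposited table holds 150.

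For genes lowered in hTNFtg SFs, 867 were called against the paper's value of about 470 in Fig. 2C, read by eye. A pseudocount of 5 (606), genes with a mean of at least 10 (525) and leaving out WT replicate 3 (673) came within 1.5 times among the alternatives set before the data were examined, and the rest did not. The authors' deposited table holds 475.

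For genes lowered in hTNFtg SFs and raised by infliximab, 125 were called against the paper's value of about 65 in Fig. 2C, read by eye. Among the alternatives set before the data were examined, a pseudocount of 5 (68), genes with a mean of at least 10 (55), the replicate block (91) and leaving out WT replicate 1 (87), infliximab replicate 1 (95) or infliximab replicate 2 (67) came within 1.5 times, and the rest did not. The authors' deposited table holds 66.

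The paper presents Cxcl3 among the genes raised in hTNFtg SFs, while here its log2 fold change of 2.05 did not pass the paper's rule. Array quality weights and edgeR on approximate reads called it. In the authors' deposited table Cxcl3 passes with a log2 fold change of 1.70, as do all 61 genes of the right panel and all 42 of the left. Of the other genes in the right panel of Figure 2A, 6 did not pass either. Etv4 (0.26) was called by edgeR and without hTNFtg replicate 1, but it was -0.96 without hTNFtg replicate 3, -0.41 without hTNFtg replicate 2, -0.091 without WT replicate 1 and -0.017 with a pseudocount of 0.5. Called by edgeR, without hTNFtg replicate 1 and by array quality weights were Il11 (0.97) and Ppm1j (1.60). Lrrc15 (1.85) was called by array quality weights, robust eBayes, edgeR, without hTNFtg replicate 1, and with the GC trend removed, which was chosen after seeing the values. Gm12892 (1.76) was called by all of these and also by the replicate block and by all 9 libraries in one fit. Spn (2.47) was called by robust eBayes, all 9 libraries in one fit, edgeR, without WT replicate 2 and without hTNFtg replicate 2, and by both alternatives chosen after seeing the values. In the left panel, Cd5l (-1.70) did not pass but was called by array quality weights and edgeR, and Gm43489 (-1.64) by these, the replicate block and without hTNFtg replicate 1.

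The paper counts 23 of the Figure 2A genes as regulated by infliximab, and 16 passed here. Upward, the number was 21 with array quality weights, 21 with robust eBayes, 19 with the replicate block, 18 with quantile normalization and 32 with edgeR. Downward, it was 14 with a pseudocount of 5, 14 among genes with a mean of at least 10, 15 with median-ratio rescaling, 13 without hTNFtg replicate 3, and 10, 9 and 15 without infliximab replicates 1, 2 and 3. It was 18 without hTNFtg replicate 2 and with the GC trend removed, which was chosen after seeing the values, and 16 in the rest. In the authors' deposited table 16 genes of the right panel and 7 of the left pass. The paper describes Htr7 as not detectable in hTNFtg SFs, and its normalized counts here were 0, 2 and 2 in the untreated libraries, at most a few reads. The legend of Figure 4A covers freshly isolated WT SFs too, and the counts in cultured WT SFs here were 15, 29 and 26.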

Other observations

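The tests of depth in hTNFtg replicate 1, of GC content as the main source of spread and of depth as a reason for the low Htr7 counts were chosen only after the result was seen. All patterns below were found and tested in the same 9 libraries and are hypotheses.

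The groups were set against other splits of the same 6 libraries, in the direction with more genes. With 10 splits the share is never under 0.1, so chance cannot be told apart from an effect by these counts alone. The 867 genes lowered in hTNFtg SFs and the 267 lowered by infliximab are the smaller direction of the real split. They were set against the larger direction of the other splits, which favours those splits. The counts for 867 and 267 therefore cannot speak for or against chance. In hTNFtg versus WT SFs, 2 of the 10 splits gave at least 956 genes and 2 gave at least 867, 1 of them the real one in each case, and the other split had 1008 lowered genes with 0 at an adjusted p under 0.05 (2628 unadjusted). Only the real split (1 of 10) gave 137 genes with an adjusted p under 0.05 and 3 lists called by fry (1 of 10). The same held for 54 and 40 genes of Figure 2A (1 of 10 each), which says nothing, because the study chose these genes on the real split. With infliximab, 7 of the 10 splits gave at least 426 genes and 8 gave at least 267. The real split had 0 genes with an adjusted p under 0.05 (1026 unadjusted), which all 10 reach by definition, so that this count tests nothing. The single list called by fry, that of TNF-induced genes, appeared in 1 of the 10. In infliximab-treated versus WT SFs 1 of the 10 splits, the real one, gave 209 genes. Among 20 assignments of the 6 libraries to the groups, 2 gave at least 129 genes raised in hTNFtg SFs and lowered by infliximab, and 4 gave at least 125 of the opposite kind.

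Genes that hTNFtg raises and infliximab lowers may come in part from chance values of the untreated hTNFtg libraries, which both comparisons share. Simulated data without an infliximab effect reached 143 such genes, above the 129 observed, but at most 116 when the hTNFtg differences were shrunk to give about the observed number of calls. Since the answer turns on how large the true hTNFtg differences are, chance values and an infliximab effect cannot be told apart for these 129 genes as a count. The number moved to 392 without hTNFtg replicate 1 and 56 without infliximab replicate 2. For the opposite kind, the observed 125 was above the 111 and 116 that the simulations reached, though it was 301 without hTNFtg replicate 3 and 67 without infliximab replicate 2. The simulations drew each gene independently, and 4 of the 20 assignments of the real libraries gave at least 125, so chance stays open here too. In the shrunk simulations the infliximab calls were 349 to 459 raised, with at least 426 in 20 of 100, and 228 to 317 lowered, with at least 267 in 58 of 100.

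Library hTNFtg replicate 1 stands apart from replicate 3. Its median absolute log2 difference from replicate 3 over genes with a mean of at least 300 was 0.836, and from replicate 2 it was 0.513. In 14 pairs of replicates in which another library was thinned to the same depth, the difference was 0.193 to 0.508, so low depth is not the whole reason for the distance to replicate 3. The 2 highest thinned pairs, 0.503 and 0.508, were hTNFtg replicates 2 and 3. For genes with means from 10 to 30 the differences were 0.987 and 1.19 for replicate 1, against 0.778 to 0.977. The macrophage genes and the sign of male cells differ between these libraries as well, and neither these nor other differences between mice were tested as a reason.

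A trend with GC content was seen between hTNFtg libraries. It held 1.61% to 2.90% of the variance of the difference between 2 hTNFtg libraries and at most 0.62% within the other groups, which argues against it as the main source of the spread. Removing it raised the number of genes with an adjusted p under 0.05 by 2.09 times in hTNFtg versus WT SFs, from 137 to 287, and by 2.70 times in infliximab-treated versus WT SFs, from 209 to 565. Whether the trend comes from library preparation or from the cells cannot be told apart, because GC content also differs between the genes that cells express.

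Some imprinted genes were lower in hTNFtg SFs. Mest (chromosome 6 of mm10, 30723547 to 30748465) had 1163 ± 388 normalized counts (SD, n = 3) in WT, 43.7 ± 24.5 (SD, n = 3) in hTNFtg and 164 ± 82.8 (SD, n = 3) in infliximab-treated SFs. Its log2 fold change was -4.81 in hTNFtg versus WT SFs (limma adjusted p = 0.00164, and 0.00957 to 0.234 with a library left out) and 1.93 with infliximab (adjusted p = 0.803). Copg2, which overlaps Mest at 30747554, went from 1190 ± 378 (SD, n = 3) to 77 ± 28.6 (SD, n = 3), and since the strand used in counting is not stated, its reads may be those of Mest. H19 fell from 155 ± 52 (SD, n = 3) to 54.3 ± 31.1 (SD, n = 3), a log2 fold change of -1.62 (adjusted p = 0.218), and stood at 144 ± 50.2 (SD, n = 3) with infliximab. A list of 22 other imprinted genes, 15 of them with a mean of at least 10 in WT SFs, was then tested. Without Dlk1, whose fall the paper's list shows, 13 of 20 genes were lower and 7 higher, with a median of -0.43 (-0.08 with bounds). The values of fry and camera here are for a single list and are not adjusted. The rotation test fry gave 0.00142 for this list alone, and 0.00232 to 0.0137 with a library left out. Camera with an estimated correlation gave 0.0312, and 0.031 to 0.105 with a library left out. With Dlk1 fry gave 0.0016. With infliximab the median was 0.45 (0.24 with bounds, fry 0.0713). The sum of the list was 3135, 2827 and 3225 in WT, 4247, 2573 and 2101 in hTNFtg and 2810, 2803 and 2411 in infliximab SFs, so the sum of hTNFtg replicate 1 went the other way. Imprinted genes may fall together in hTNFtg SFs, for which a change in cell type or cell growth stays open and untested.

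Of the other lists, chondrocyte genes fell in hTNFtg SFs. The 13 genes, 10 of them with a mean of at least 10 in WT SFs, summed to 6960, 6492 and 9782 in WT, 921, 1576 and 1030 in hTNFtg and 2926, 2417 and 1222 in infliximab libraries. Their median was -2.50, or -0.63 with bounds for the 4 genes at the floor, and -1.51 among genes with a mean of at least 10. fry's adjusted p was 0.0047, and 0.0111 to 0.0356 with a library left out. Under infliximab the median was 0.44 (0.28 with bounds, adjusted p = 0.839, 11 of 13 genes higher), and 0.73 without infliximab replicate 3 (adjusted p = 0.026), 0.71 without hTNFtg replicate 3 and 0.29 without infliximab replicate 2. Acan stood at 16, 16 and 5 in WT and 0, 1 and 0 in hTNFtg SFs. Genes of skeletal muscle (15 entries, 2 with a mean of at least 10 in WT SFs), endothelium (11 and 1) and fibroblasts (14 and 14) had medians of 0.33 (0 with bounds), 0.22 (0.05) and -0.31 in hTNFtg versus WT SFs, with adjusted p-values of 0.682, 0.928 and 0.526. Those with infliximab were 0.17, 0 and 0.041, with adjusted p-values of 0.906, 0.906 and 0.839. With a library left out these medians moved in both directions. For hTNFtg versus WT SFs the muscle list ranged from -0.17 without hTNFtg replicate 3 to 0.50 without hTNFtg replicate 1, the endothelial list from -0.17 without hTNFtg replicate 2 to 0.31 without replicate 1, and the fibroblast list reached -0.17 without WT replicate 3. With infliximab they ranged from -0.069 to 0.50, -0.52 to 0.36 and -0.0065 to 0.15, where leaving out hTNFtg replicate 1 gave the lowest muscle and endothelial values and the highest fibroblast value. Whether the fall of chondrocyte genes comes from fewer chondrocytes in the cultures or from SFs was not tested.

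Relative to WT, infliximab-treated hTNFtg SFs had 1090 raised and 833 lowered genes by the paper's rule, a comparison that the paper does not report. These numbers were 614 and 443 with a pseudocount of 5, and 595 and 461 among genes with a mean of at least 10. The highest were 1361 and 1155, without WT replicate 1. Of the 209 genes with an adjusted p under 0.05, 103 were raised. That number was 0 or 1 when any library was left out. The list of TNF-induced genes kept a median of 1.14 over WT (adjusted p = 0.00386, and 0.0029 to 0.0292 with a library left out), which was 0.71 without WT replicate 3. The macrophage list had 2.77 (adjusted p = 0.0774), and an adjusted p of 0.0313 without WT replicate 2. The largest changes were those of Saa3 (4.65), Lyz1 (4.43, a paralog of Lyz2, so its counts are uncertain), Fxyd2 (at least 9.12-fold higher), Scg2 (-6.16), Galnt9 (at least 10.1-fold lower) and Gdf10 (at least 13.8-fold lower). Their adjusted p-values were 0.00258, 0.018, 0.0281, 0.0078, 0.0109 and 0.0287, and none stayed under 0.05 with any library left out.

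Drd2 and Drd3 were at 0 in all 9 libraries. Htr7 (chromosome 19, 35958734 to 36057507) was at 15, 29 and 26 in WT, 0, 2 and 2 in hTNFtg and 3, 4 and 1 in infliximab-treated SFs. The log2 fold change in hTNFtg SFs was -3.50 (limma adjusted p = 0.121). The value of 2 in both deeper hTNFtg libraries argues against low depth of hTNFtg replicate 1 as the reason. A biological reason was not tested.

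The proposed targets of amisulpride changed little in hTNFtg SFs, with log2 fold changes of -0.23 for Ascc3, -0.10 for Sec62, -0.13 for Romo1, -0.30 for Kif5c and 0.49 for Cdc42 (limma adjusted p from 0.726 to 0.936). The value of Cdc42 ranged from 0.035 to 0.76 with a library left out. Other chemokines were less even than Ccl5 and Ccl20. Ccl2 went from 360 ± 171 (SD, n = 3) in WT to 3783 ± 1169 (SD, n = 3) in hTNFtg SFs (log2 fold change 3.45, limma adjusted p = 0.00598) and 1850 ± 183 (SD, n = 3) with infliximab (-0.99, adjusted p = 0.803). The log2 fold changes of Cxcl1 and Cxcl5 were 0.95 and 1.15 (adjusted p = 0.726 and 0.635) in hTNFtg versus WT SFs, and 0.30 and -0.51 with infliximab. In hTNFtg versus WT SFs they ranged from 0.14 to 1.76 and from 0.70 to 1.62 with a library left out. Ccl11 was at 0 in WT and 9 ± 7.81 (SD, n = 3) in hTNFtg SFs, at least 3.57-fold higher by the means (adjusted p = 0.514). It was at 0 in hTNFtg replicate 1 as well, so the groups overlapped. Of the sorting markers, Pdpn rose by 2.01 (adjusted p = 0.0729) and Thy1 by 0.69 (adjusted p = 0.570) on the log2 scale. Ptprc was at least 6.87-fold higher by the means (adjusted p = 0.211), where its highest value, 31 in hTNFtg replicate 1, is about 5 reads. Pecam1 was at the floor in both groups. The mouse gene Tnf went from 4 ± 3 (SD, n = 3) to 24.3 ± 0.577 (SD, n = 3), a log2 fold change of 2.56 (adjusted p = 0.254), and Tnfrsf1a changed by -0.26. Reads were counted on mouse genes of mm10, so the values of Tnf are not the level of the human TNF transgene.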
